# Epithelial expression of *Gata4* and *Sox2* regulates specification of the squamous–columnar junction via MAPK/ERK signaling in mice

**DOI:** 10.1038/s41467-021-20906-0

**Published:** 2021-01-25

**Authors:** Nao Sankoda, Wataru Tanabe, Akito Tanaka, Hirofumi Shibata, Knut Woltjen, Tsutomu Chiba, Hironori Haga, Yoshiharu Sakai, Masaki Mandai, Takuya Yamamoto, Yasuhiro Yamada, Shinji Uemoto, Yoshiya Kawaguchi

**Keywords:** Developmental biology, Genetics

## Abstract

The squamous–columnar junction (SCJ) is a boundary consisting of precisely positioned transitional epithelium between the squamous and columnar epithelium. Transitional epithelium is a hotspot for precancerous lesions, and is therefore clinically important; however, the origins and physiological properties of transitional epithelium have not been fully elucidated. Here, by using mouse genetics, lineage tracing, and organoid culture, we examine the development of the SCJ in the mouse stomach, and thus define the unique features of transitional epithelium. We find that two transcription factors, encoded by *Sox2* and *Gata4*, specify primitive transitional epithelium into squamous and columnar epithelium. The proximal–distal segregation of *Sox2* and *Gata4* expression establishes the boundary of the unspecified transitional epithelium between committed squamous and columnar epithelium. Mechanistically, *Gata4*-mediated expression of the morphogen *Fgf10* in the distal stomach and *Sox2*-mediated *Fgfr2* expression in the proximal stomach induce the intermediate regional activation of MAPK/ERK, which prevents the differentiation of transitional epithelial cells within the SCJ boundary. Our results have implications for tissue regeneration and tumorigenesis, which are related to the SCJ.

## Abstract (web summary)

How boundary regions form in the epithelia of tissues, for example, the squamous–columnar junction is unclear. Here, the authors identify the transcription factors *Sox2* and *Gata4* as specifying the transitional epithelium in the murine squamous–columnar junction region in the stomach epithelia.

## Introduction

Boundaries separating neighboring tissues with distinct functions are required for proper organogenesis and tissue homeostasis^1^. The squamous–columnar junction (SCJ) in mammals, e.g., the esophageal–gastric junction and uterine cervix, is one of the boundaries that partition functionally distinct epithelial types^2^. The squamous epithelium serves as a strong barrier against mechanical stress, whereas columnar epithelium produces mucins to protect epithelial cells from external stimuli such as acid (e.g., gastric and bile acid) and invading microorganisms. Because the SCJ is located between functionally distinct epithelial types, the cells adjacent to it are exposed to stresses from the two distinct environments. Indeed, esophageal ulcers caused by mechanical stress or gastroesophageal reflux often occur at the junction between the esophagus and stomach, and these lesions need to be repaired^3^. Additionally, SCJs are hot spots for metaplastic lesions, e.g., intestinal metaplasia in the esophageal–gastric junction and squamous metaplasia in the uterine cervix^4,5^. Metaplastic lesions are adaptive states that form in response to abnormal stimuli, and often give rise to carcinomas when the stimuli persist for long periods of time^6,7^. Accordingly, stem-like cells have been implicated in the regeneration and tumorigenesis of damaged SCJs^8–10^.

Recent studies showed that a KRT7-expressing transitional epithelium exists between the squamous and columnar epithelium at the esophageal–gastric junction and uterine cervix^11,12^. Furthermore, genetic manipulation of the cells constituting the transitional epithelium in mouse models and human organoid suggests that these cells could be the origin of metaplasia at SCJs^13^. Taken together, these observations raise the possibility that transitional epithelial cells have stem-like properties to maintain homeostasis of SCJs^10,13^.

Although the involvement of the transitional epithelial cells in regeneration and tumorigenesis related to SCJs is proposed, the origins and physiological properties of transitional epithelial cells remain to be clear. During development, the SCJ is established at the later embryonic stage, when squamous and columnar epithelium are differentiated from a common pseudostratified epithelium^14,15^. A previous study suggested that the embryonic pseudostratified epithelium resides in adult transitional epithelium, and also proposed the possibility that the residual embryonic cells are the origin of Barrett’s metaplasia^12^. In addition, key developmental genes regulating the regionalization of a gastro-intestinal tract are aberrantly expressed in the Barrett’s metaplasia^16–18^. These observations prompted us to examine the development of transitional epithelium. In this study, using mouse genetics, lineage tracing, and organoid culture, we define the unspecified feature of transitional epithelial cells that is mediated by MAPK/ERK activation. We find that two transcription factors, encoded by *Sox2* and *Gata4*, specify primitive transitional epithelium into squamous and columnar epithelium while modulating the diagonal relationship between epithelial *Fgfr2* in the proximal stomach and mesenchymal *Fgf10* in the distal stomach. Thus, the proximal–distal segregation of *Gata4* and *Sox2* expression levels confines the MAPK/ERK-activated transitional epithelial cells within the SCJ boundary during development.

## Results

### Confinement of the primitive KRT7^+^ transitional epithelium within SCJ during stomach development

In mouse stomach, the SCJ consists of precisely positioned KRT7^+^ transitional epithelium between P63^+^KRT14^+^LOR^+^ squamous epithelium in the proximal stomach and GATA4^+^CLDN18^+^ columnar epithelium in the distal stomach (Fig. 1a and Supplementary Fig. 1a). At embryonic day (E)18.5, the KRT7^+^ transitional epithelium can be further divided into KRT7^+^P63^+^KRT14^+^ transitional epithelium at the proximal side and KRT7^+^P63^−^KRT14^−^ transitional epithelium at the distal side (Fig. 1a). To identify the development of KRT7^+^ transitional epithelium, we first observed the boundary between P63^+^ and GATA4^+^ stomach epithelium, where the SCJ is ultimately formed. Both P63^+^ proximal stomach epithelium and GATA4^+^ distal stomach epithelium at E13.5 shape pseudostratified structures with expressing KRT7 (Fig. 1b), histologically similar to KRT7^+^KRT14^−^ transitional epithelium at E18.5. In the proximal stomach, the KRT7^+^ epithelium lacks expression of P63 at E11.5, but starts to express P63 by E13.5 and KRT14 by E15.5 (Fig. 1b and Supplementary Fig. 1b, c). As P63 is required for the formation of a KRT14^+^ basal layer^12,13^, KRT7^+^P63^−^KRT14^−^ epithelium is the primitive epithelial type of the proximal stomach. In the distal stomach, KRT7^+^ epithelium prominently expressed GATA4 at E11.5 and E13.5 (Fig. 1b). By contrast, the distal stomach epithelium was covered by the KRT7^−^GATA4^+^CLDN18^+^ columnar epithelium at E15.5 and E18.5 (Fig. 1a and Supplementary Fig. 1c), suggesting that KRT7^+^GATA4^+^ epithelium differentiate into columnar epithelium. Accordingly, KRT7^+^ transitional epithelium might be the primitive epithelial type harboring bidirectional differentiation potential into squamous and columnar epithelium in the developing stomach.

**Fig. 1:**
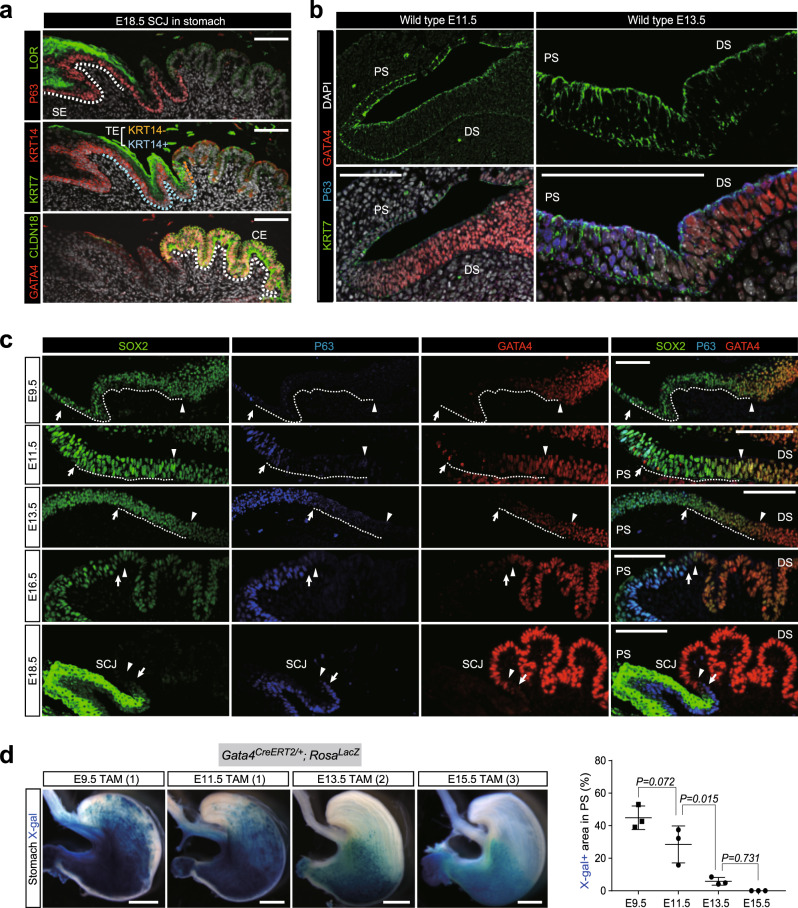
Expression patterning of SOX2 and GATA4 in the stomach epithelium during SCJ development. **a** Immunofluorescence (IF) analyses of P63 and LOR (top), KRT7 and KRT14 (middle), or GATA4 and CLDN18 (bottom) for the SCJs of wild-type stomachs at E18.5. All samples were counterstained with DAPI. SE squamous epithelium, TE transitional epithelium, CE columnar epithelium. Presented data are a representative image of *n* = 5. Scale bar, 100 µm. **b** IF analyses of KRT7, P63, and GATA4 for wild-type stomachs at E11.5 and E13.5. PS proximal stomach epithelium, DS distal stomach epithelium. Presented data are a representative image of *n* = 5. Scale bar, 100 µm. **c** IF analyses of SOX2, P63, and GATA4 for wild-type stomachs at E9.5, E11.5, E13.5, E16.5, and E18.5. Arrows indicate the P63^+^ cells on the epithelium at the most caudal side. Arrowheads indicate GATA4^+^ epithelial cells at the most rostral side. Dashed lines indicate the intermediate epithelial cells with low expression of both P63 and GATA4. Presented data are a representative image of *n* = 4. Scale bar, 100 µm. **d** Left: whole-mount X-gal staining on the stomach of the *Gata4*^*CreERT2/+*^*; Rosa*^*lacZ*^ embryos. Presented data are a representative image of *n* > 8 embryos out of three independent experiments. Scale bars, 1 mm. Right: quantification of the X-gal^+^ area in the proximal stomach. Data are presented as mean values ± SD. *n* = 3 independent experiments, one-way ANOVA.

### Expression patterning of SOX2 and GATA4 in the stomach epithelium during development

*Sox2* and *Gata4*, which encode transcription factors, are co-expressed in a stomach primordium at E9.5^15,19^. Both SOX2 and GATA4 are important for the boundary formation of a gastro-intestinal tract; SOX2 defines the boundary of the prospective stomach and intestine around E11.5 in conjunction with CDX2^20^, while GATA4 regulates the formation of the posterior boundary between jejunum and ileum in combination with GATA6^21^. It should be noted that SOX2 is predominantly expressed in the squamous epithelium, whereas GATA4 expression is restricted to the columnar epithelium in the newborn mouse^15,22^, raising the possibility that SOX2 and GATA4 are involved in the formation of the SCJ boundary. Hence, we examined the expression patterning of SOX2 and GATA4 in the stomach epithelium during development. For that purpose, we performed immunohistochemistry (IHC) together with lineage tracing experiments using *Sox2*^*CreERT2/+*^*; Rosa*^*LacZ*^ mice and *Gata4*^*CreERT2/+*^*; Rosa*^*LacZ*^ mice (Supplementary Fig. 2a, b). SOX2 was broadly expressed in the epithelial cells of the foregut from esophagus to pancreas at E8.5, and SOX2 expression was excluded from pancreas and duodenum by E11.5 (Supplementary Fig. 1d). SOX2 expression gradually formed a proximal–distal gradient in the stomach epithelium from E11.5 to E13.5 and was largely downregulated in the distal stomach at E18.5 (Fig. 1c). By contrast, GATA4 expression shaped the distal–proximal gradient from E9.5 to E11.5 and was subsequently restricted to the distal stomach after E15.5 (Fig. 1c, d). Notably, lineage tracing experiments using *Gata4*^*CreERT2/+*^*; Rosa*^*LacZ*^ embryos showed that GATA4-expressing cells retained the differentiation potential into P63^+^ basal cells at earlier stages (E9.5–E13.5) but not at E15.5 (Supplementary Fig. 1e).

### SOX2 specifies primitive KRT7^+^ transitional epithelium into squamous epithelium

To investigate the roles of SOX2 and GATA4 in the specification of the primitive KRT7^+^ epithelium, we genetically depleted *Sox2* and *Gata4* in the stomach epithelium during development. We first crossed the *Sox2*^*CreERT2/+*^*; Rosa*^*LacZ*^ mice with *Sox2*^*flox/flox*^ mice to obtain *Sox2*^*CreERT2/ flox*^*; Rosa*^*LacZ*^ mice, in which SOX2 can be depleted in the stomach epithelium and Cre-mediated recombination can be visualized upon tamoxifen (TAM) treatment. Pregnant females were treated with TAM at E11.5 or E13.5, and the stomach was analyzed at E18.5 (Fig. 2a). Genetic depletion of *Sox2* at E11.5 or E13.5 resulted in the defect of LOR^+^ keratinized layers and the replacement of squamous epithelium by KRT7^+^ transitional epithelium in the proximal stomachs at E18.5 (Fig. 2b). Close inspections identified that *Sox2* depletion at E11.5 caused the partial expansion of the KRT7^+^KRT14^−^ transitional epithelium in the proximal stomach, whereas depletion at E13.5 caused the widespread expansion of KRT7^+^KRT14^+^ transitional epithelium (Fig. 2b and Supplementary Fig. 3a–c).

**Fig. 2:**
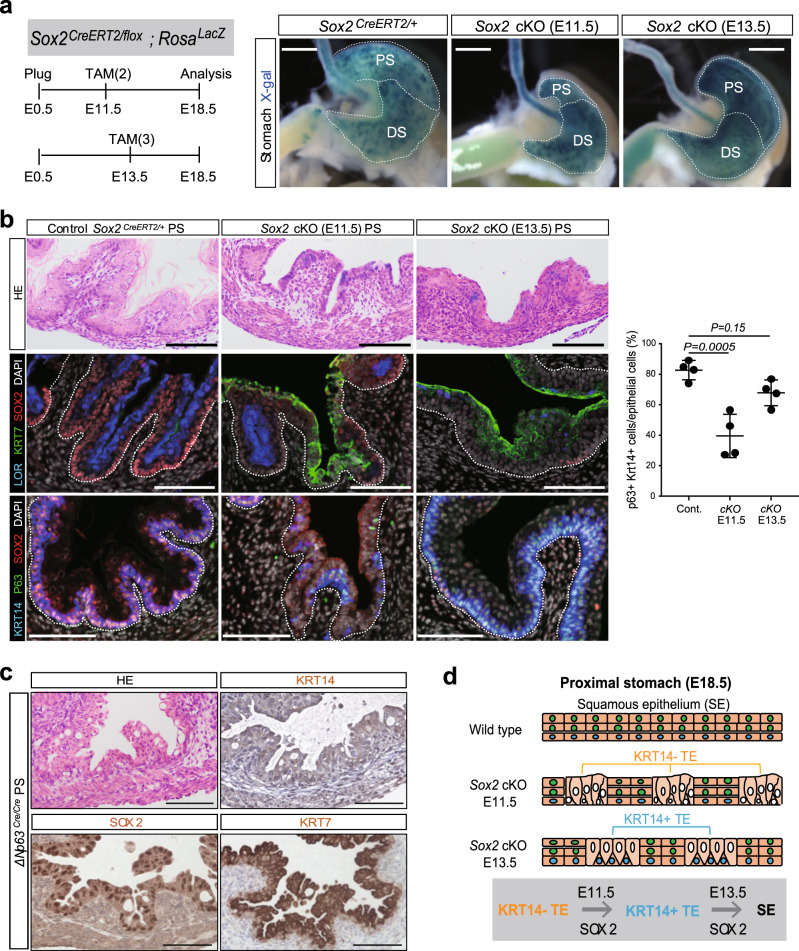
SOX2 specifies primitive transitional epithelium into squamous epithelium. **a** Left: the scheme for the *Sox2* conditional knock out (*Sox2 cKO*) experiment in the embryonic stomach. Right: the whole-mount X-gal staining on the control, *Sox2 cKO (E11.5)*, and *Sox2 cKO (E13.5)* stomachs at E18.5. Presented data are a representative image of *n* = 4 embryos out of three independent experiments. Scale bar, 1 mm. **b** Left: H&E staining and IF analyses of LOR, KRT7, and SOX2 (top), or P63, KRT14, and SOX2 (bottom) for the control, *Sox2 cKO (E11.5)*, and *Sox2 cKO (E13.5)* stomachs at E18.5. Presented data are a representative image of *n* = 4. Scale bar, 100 µm. Right: quantification of the number of the P63^+^KRT14^+^ basal cells in the proximal epithelial cells. Data are presented as mean values ± SD. *n* = 4 independent experiments, one-way ANOVA. **c** H&E staining and IHC analyses of SOX2, KRT14, and KRT7 for the *ΔNp63 KO* proximal stomach at E18.5. Presented data are a representative image of three independent experiments. Scale bar, 100 µm. **d** A scheme illustrates the *Sox2-*mediated specification of the primitive transitional epithelium into the squamous epithelium. SE squamous epithelium, TE transitional epithelium.

To elucidate the roles of *Sox2* in the differentiation of the primitive transitional epithelium into squamous epithelium, we genetically ablated P63 (specifically the ∆Np63 isoform), which is the master transcription factor for the formation of the stratified squamous epithelium^23,24^. In the ∆NP63-deficient stomach at E18.5, the KRT7^+^KRT14^−^ transitional epithelium was persistent in the proximal stomach (Fig. 2c and Supplementary Fig. 3e). ΔNP63-deficient KRT7^+^ transitional epithelium expressed SOX2 (Fig. 2c and Supplementary Fig. 3d), indicating that P63 is dispensable for the maintenance of SOX2 expression. Notably, *Sox2* depletion at E11.5 caused the defect of P63 expression (Fig. 2b and Supplementary Fig. 3a), whereas *Sox2* depletion at E13.5 did not affect P63 expression (Fig. 2b), indicating that SOX2 is required for P63 induction but not for the maintenance of P63 expression. Together, our findings demonstrate that SOX2 plays a crucial role in the specification of the primitive KRT7^+^P63^−^KRT14^−^ transitional epithelium into KRT7^+^KRT14^+^ transitional epithelium, which eventually gives rise to squamous epithelium (Fig. 2d). Even though SOX2 was also expressed in the distal stomach at E11.5, the expression levels of GATA4 and CLDN18 in the distal stomach at E18.5 were not affected by *Sox2* depletion at E11.5 (Supplementary Fig. 3f), implying that SOX2 does not have an impact on the specification of the primitive KRT7^+^ transitional epithelial cells into columnar epithelial cells.

### GATA4 specifies primitive KRT7^+^ transitional epithelium into columnar epithelium

We next crossed *Sox2*^*CreERT2/+*^; *Gata4*^*flox/flox*^*; Rosa*^*LacZ*^ males with *Gata4*^*tdTomato/+*^ (Supplementary Fig. 2c) females to obtain *Sox2*^*CreERT2/+*^*; Gata4* ^*tdTomato /flox*^*; Rosa*^*lacZ*^ mice, in which *Gata4* can be conditionally depleted in the stomach epithelial cells upon TAM treatment, and *Gata4* expression as well as Cre-mediated recombination can be visualized. We treated the pregnant females with TAM at E9.5, and then the stomachs were analyzed at E18.5 (Fig. 3a). Genetic depletion of *Gata4* in the stomach epithelial cells at E9.5 resulted in disruption of pit structures, characteristics of the mature glandular stomach (Fig. 3b). Histologically, GATA4-deficient epithelial cells at the distal stomach lost the columnar epithelial structure and CLDN18 expression, but exhibited a pseudostratified structure with mis-expression of KRT7 (Fig. 3c, d), suggesting that GATA4 specifies the primitive KRT7^+^ transitional epithelium into the columnar epithelium. Notably, some ectopic transitional epithelium contained a KRT14^+^ basal layer (Fig. 3e). Furthermore, GATA4-deficient KRT7^+^ cells in the distal stomach mis-expressed SOX2, and the P63^+^KRT14^+^ basal layer was preferentially observed in ectopic KRT7^+^ transitional epithelium that mis-expressed SOX2 (Fig. 3e and Supplementary Fig. 4a), supporting our conclusion that SOX2 specifies primitive KRT7^+^ transitional epithelium into KRT7^+^KRT14^+^ transitional epithelium. Ectopic KRT7^+^KRT14^+^ transitional epithelium at E18.5 was also detected following *Gata4* depletion at E11.5, but was almost absent when *Gata4* was depleted at E13.5 (Supplementary Fig. 4b, c). These findings imply that the proximal–distal patterning of the primitive KRT7^+^ transitional epithelium is completed around E13.5.

**Fig. 3:**
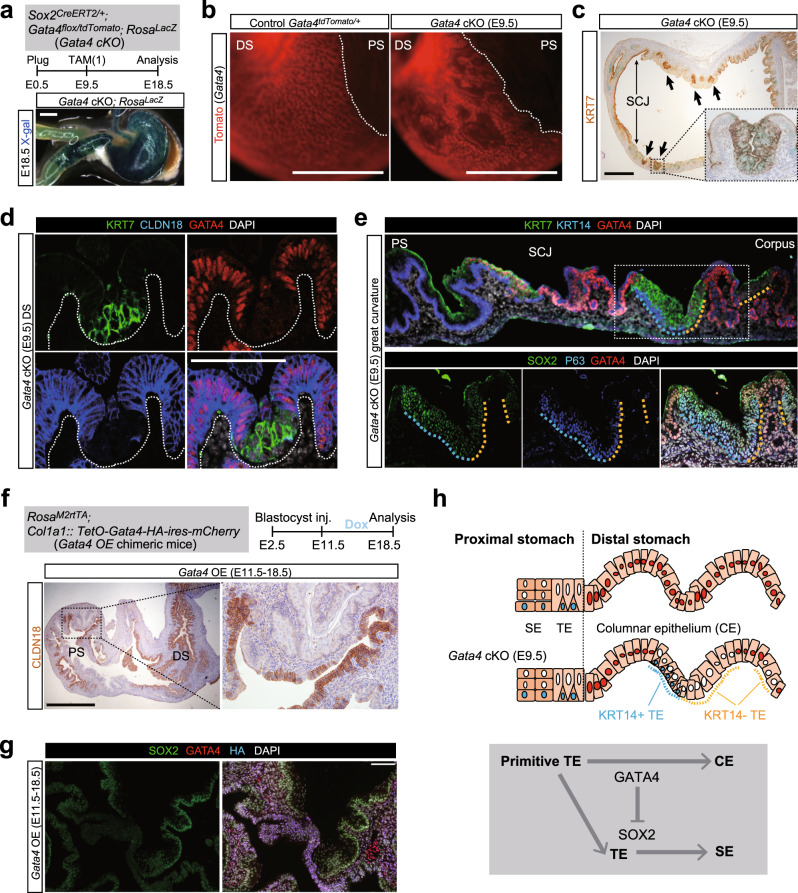
GATA4 specifies primitive transitional epithelium into columnar epithelium. **a** Top: the scheme for the *Gata4* conditional knock out (*Gata4 cKO*) experiment in the embryonic stomach. Bottom: whole-mount X-gal staining on the stomach of the *Gata4 cKO (E9.5)* embryo at E18.5. Scale bar, 1 mm. **b** Fluorescent images from the *Gata4-td Tomato* of the control and *Gata4 cKO (E9.5)* stomachs at E18.5. Presented data are a representative image of *n* = 5 embryos out of three independent experiments. Scale bar, 1 mm. **c** IHC analyses of KRT7 for the stomachs of the *Gata4 cKO (E9.5)* embryo at E18.5. Arrows indicate the ectopic KRT7^+^ transitional epithelium in the distal stomach. Presented data are a representative image of *n* = 5 embryos out of three independent experiments. Scale bar, 500 µm. **d** IF analyses of KRT7, CLDN18, and GATA4 for the distal stomach of the *Gata4 cKO (E9.5)* embryo at E18.5. Presented data are a representative image of *n* = 5 embryos out of three independent experiments. Scale bars, 100 μm. **e** IF analyses of KRT7, KRT14, and GATA4 (top), or SOX2, P63, and GATA4 (bottom) for the stomach of the *Gata4 cKO (E9.5)* embryo at E18.5. Presented data are a representative image of *n* = 5 embryos out of three independent experiments. Scale bars, 100 μm. **f** Top: the scheme for the *Gata4* overexpression (*Gata4 OE*) experiment in the embryonic stomach. Bottom: IHC analysis of CLDN18 for the *Gata4 OE* stomach at E18.5. Presented data are a representative image of *n* = 4 chimeric embryos out of three independent experiments. Scale bars, 500 μm. **g** IF analyses of SOX2, GATA4, and HA for the proximal stomach of the *Gata4 OE* embryo at E18.5. Presented data are a representative image of *n* = 4 chimeric embryos out of three independent experiments. Scale bars, 100 μm. **h** A scheme illustrates the *Gata4*-mediated specification of the primitive transitional epithelium into the columnar epithelium. TE transitional epithelium, CE columnar epithelium.

To examine the mechanisms underlying the proximal–distal patterning of the primitive KRT7^+^ transitional epithelium mediated by GATA4 and SOX2 expression levels, we performed a gain-of-function experiment. We injected *Col::tetO-Gata4-HA-IRES-mCherry*; *Rosa*^*rtTA*^ embryonic stem cells (ESCs) into wild-type blastocysts to generate chimeric mice. We treated pregnant females carrying chimeric embryos with doxycycline (DOX) starting at E11.5 and analyzed the embryos at E18.5 (Fig. 3f). The contribution of *Gata4*-overexpressing cells was visualized by *mCherry* fluorescence (Supplementary Fig. 4d). Overexpression of GATA4 resulted in ectopic emergence of CLDN18^+^ columnar epithelium-like cells in the proximal stomach (Fig. 3f). GATA4-overexpressing cells in the proximal stomach epithelium, marked by hemagglutinin (HA) expression, downregulated the expression of SOX2 and its downstream of P63, KRT14, and LOR (Fig. 3g and Supplementary Fig. 4e). Taken together, these observations indicate that GATA4 specifies the primitive KRT7^+^ transitional epithelium into the columnar epithelium with downregulating SOX2 expression, which promotes the specification of primitive KRT7^+^ transitional epithelium into squamous epithelium (Fig. 3h). In summary, primitive KRT7^+^ transitional epithelium is the unspecified epithelial type that is specified into columnar or squamous epithelium, dependent on the expression levels of GATA4 and SOX2.

### Isolation and characterization of the primitive KRT7^+^ transitional epithelial cells with different expression levels of *Sox2* and *Gata4*

Next, we asked how the KRT7^+^ transitional epithelium remains unspecified between committed squamous and columnar epithelium in the SCJ. We generated dual-reporter mice (*SGGT* mice) harboring *EGFP* and *td Tomato* reporter alleles under the control of the *Sox2* and *Gata4* promoters by crossing *Sox2*^*EGFP/+*^ knock-in mice with *Gata4*^*tdTomato*/+^ knock-in mice (Supplementary Fig. 2c). We confirmed the results of IHC analyses showing that SOX2 is equally expressed in the proximal and distal stomach at E11.5, but downregulated in the distal stomach at E18.5 (Fig. 4a). GATA4 was broadly expressed in the whole stomach at E11.5, but downregulated in the proximal stomach after E13.5 (Fig. 4a), consistent with the results of the lineage tracing experiment. Using fluorescence-activated cell sorting (FACS), we fractionated EpCAM^+^ epithelial cells in the stomach at E11.5, E13.5, and E18.5 into three populations according to their fluorescence intensities (gating strategies are described in Supplementary Fig. 5a), and designated the cells in the three populations as *Sox2*^hi^ (*Gata4*^lo^), *Sox2*^mid^*Gata4*^mid^, and (*Sox2*^lo^) *Gata4*^hi^ (Fig. 4b).

**Fig. 4:**
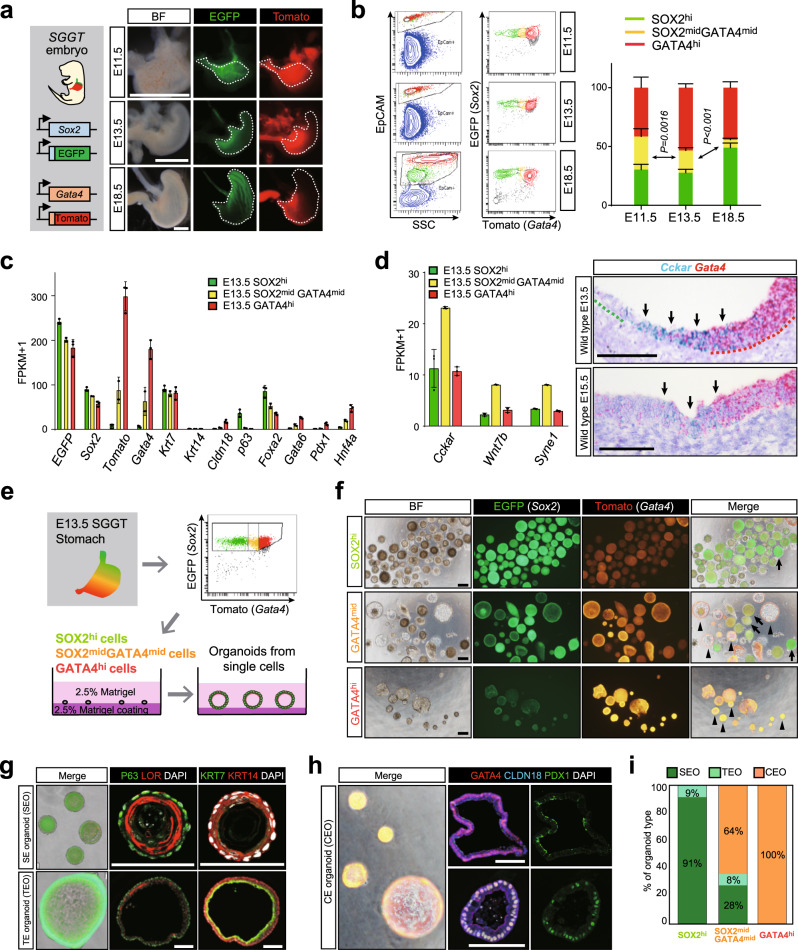
*Sox2*^mid^*Gata4*^mid^ cells are the unspecified transitional epithelial cells with multi-lineage differentiation potential. **a** Left: a scheme for generation of the *Sox2-EGFP*, *Gata4-td Tomato* dual-reporter mouse (*SGGT*). Right: fluorescence images of *SGGT* stomachs at E11.5, E13.5, and E18.5. Presented data are a representative image of *n* > 5. Scale bar, 1 mm. **b** Left: FACS analyses for *SGGT* stomachs at E11.5, E13.5, and E18.5 using EpCAM staining. Right: quantification of the percentages of *Sox2*^hi^, *Sox2*^mid^*Gata4*^mid^, and *Gata4*^hi^ cells in stomach epithelial cells at E11.5 (*n* = 10), E13.5 (*n* = 8), and E18.5 (*n* = 5). Data are presented as mean values ± SD, one-way ANOVA. **c** RNA-seq analyses for *Sox2*^hi^ (*n* = 3), *Sox2*^mid^*Gata4*^mid^ (*n* = 2), and *Gata4*^hi^ (*n* = 3) cells of embryonic stomach at E13.5. Data are presented as mean values ± SD. **d** Left: RNA-seq analyses of *Cckar*, *Wnt7b*, and *Syne1* for *Sox2*^hi^ (*n* = 3), *Sox2*^mid^*Gata4*^mid^ (*n* = 2), and *Gata4*^hi^ (*n* = 3) cells of embryonic stomach at E13.5. Data are presented as mean values ± SD. Right: RNA in situ hybridization (RNA-ISH) analyses of *Cckar* for wild-type stomach at E13.5 (top) and E15.5 (bottom). Arrows indicate *Cckar*^*+*^ cells located in intermediate epithelium. Presented data are a representative image of *n* = 3 embryos. Scale bars, 100 μm. **e** A scheme for organoid experiments using single *Sox2*^hi^, *Sox2*^mid^*Gata4*^mid^, and *Gata4*^hi^ cells isolated from *SGGT* stomach at E13.5 by FACS. **f** Fluorescence images of organoids generated from the *Sox2*^hi^, *Sox2*^mid^*Gata4*^mid^, and *Gata4*^hi^ cells. Arrows indicate squamous epithelium organoids (SEOs), and arrowheads indicate columnar epithelium organoids (CEOs). *n* = 4. Scale bars, 100 μm. **g** Fluorescence images of SEOs and transitional epithelium organoids (TEOs) (left) and IF analyses of P63 and LOR (middle) or KRT7 and KRT14 (right) for SEOs and TEOs. *n* = 5. Scale bars, 100 μm. **h** Fluorescence images of CEOs (left) and IF analyses of GATA4, CLDN18, and PDX1 for CEOs. *n* = 5. Scale bars, 100 μm. **i** Quantification of organoid types generated from *Sox2*^hi^, *Sox2*^mid^*Gata4*^mid^, and *Gata4*^hi^ cells. Data represent averages of four independent experiments.

To examine the molecular characteristics of *Sox2*^hi^, *Sox2*^mid^*Gata4*^mid^, and *Gata4*^hi^ cells, we next performed RNA-sequencing (RNA-seq) analyses. 

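For this experiment, RNA from *Sox2* hi, *Sox2* mid*Gata4* mid and *Gata4* hi cells of the E13.5 stomach epithelium and from *Sox2* hi and *Gata4* hi cells of the E11.5 epithelium was made into stranded polyA libraries and sequenced as single reads. At E13.5 there were 3 libraries of *Sox2* hi cells, 2 of *Sox2* mid*Gata4* mid cells and 3 of *Gata4* hi cells, and at E11.5 there was 1 library of each of the 2 groups. The deposited values are FPKM, fragments scaled to transcript length and library size, which the authors computed with Cufflinks after trimming with cutadapt and alignment with HISAT2 to the mouse assembly mm10, also named GRCm38. The table holds entries for the reporter transcripts *EGFP* and *dTomato*. The FPKM values of a library summed to 470759 to 500194 in *Sox2* hi cells (median 481943), to 445651 and 436296 in *Sox2* mid*Gata4* mid cells, and to 536293 to 545316 in *Gata4* hi cells (median 539518) at E13.5. At E11.5 the sums were 541950 in *Sox2* hi and 577293 in *Gata4* hi cells. Read counts are not given, so the depth is known only relative to another library. By the steps between the lowest FPKM values, the E13.5 libraries were sequenced to 0.722 to 1.06 times the depth of *Sox2* hi replicate 1, and the E11.5 libraries to 0.463 (*Sox2* hi) and 0.758 (*Gata4* hi) times. In each E13.5 library, 12604 to 12840 genes reached 1 FPKM. Across all genes tested, the correlation of log2(FPKM + 1) was 0.943 to 0.949 between *Sox2* hi libraries, 0.934 between the *Sox2* mid*Gata4* mid libraries, 0.946 to 0.949 between *Gata4* hi libraries, and 0.882 to 0.898 between *Sox2* hi and *Gata4* hi libraries. The 13127 genes with a mean of at least 1 FPKM over the 8 E13.5 libraries were compared on the scale log2(FPKM + 1) with limma, in which the 3 groups share 1 estimate of the spread. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. Lists of genes were compared with limma's camera test, which asks whether the members of a list move relative to the other genes. Nothing says from which embryos or litters the replicates came, so each p-value measures only the spread between these libraries. The E11.5 groups have no replicates and were described without a test.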

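In the 3 groups sorted at E13.5, each reporter transcript stood in the same order as the gene it reports on, and *Sox2* and *Gata4* stood in opposite order. The gates of the sort were set on the fluorescence of both reporters. The order of these transcripts was therefore largely fixed by the sort, and their p-values are no independent support for it. *Sox2* (chromosome 3 of GRCm38, 34650405 to 34652461) encodes a transcription factor of the foregut. It averaged 89.0 ± 4.46 FPKM (SD, n = 3) in *Sox2* hi cells, 73.6 ± 0.349 (SD, n = 2) in *Sox2* mid*Gata4* mid cells and 56.7 ± 6.01 (SD, n = 3) in *Gata4* hi cells. *Gata4* (chromosome 14, 63198922 to 63271692) encodes a zinc-finger transcription factor of the distal stomach. It averaged 5.53 ± 2.09 FPKM (SD, n = 3), 62.2 ± 31.4 (SD, n = 2) and 179 ± 21.2 (SD, n = 3) in the same order. *EGFP*, the reporter of *Sox2*, averaged 232 ± 17.8, 200.2 ± 5.81 and 182 ± 18.3 FPKM. *dTomato*, the reporter of *Gata4*, averaged 10.6 ± 2.099, 86.9 ± 29.4 and 298 ± 32.9 FPKM. From *Sox2* hi to *Gata4* hi cells, *Gata4* rose by a log2 fold change of 4.84 (SE 0.32, adjusted p = 5.6e-05 from limma) and *dTomato* by 4.70 (SE 0.20, adjusted p = 1.0e-05). *Sox2* changed by −0.65 (SE 0.09, adjusted p = 0.00188 from limma) and *EGFP* by −0.35 (SE 0.09, adjusted p = 0.0317). Relative to *Sox2* hi cells, *Sox2* mid*Gata4* mid cells were higher in *Gata4* (log2 fold change 3.24, SE 0.36, adjusted p = 0.00287) and *dTomato* (2.898, SE 0.22, adjusted p = 8.4e-04). Their lower means of *Sox2* (−0.27, SE 0.10, adjusted p = 0.177) and *EGFP* (−0.21, adjusted p = 0.285) did not pass limma's test. Relative to *Gata4* hi cells, *Sox2* mid*Gata4* mid cells were lower in *dTomato* (−1.80, SE 0.22, adjusted p = 0.00385) and higher in *Sox2* (0.37, SE 0.10, adjusted p = 0.0486; 0.0953 with the replicate numbers as a block). *EGFP* did not pass the test there (0.14, SE 0.10, adjusted p = 0.420), but passed on the TPM scale (0.0497) and after quantile normalization (0.0372). The call of *EGFP* between *Gata4* hi and *Sox2* hi cells was lost without *Sox2* hi replicate 1 or 2 or *Gata4* hi replicate 1 or 3 (limma adjusted p = 0.063 to 0.104). It was also lost with only the 2 groups compared (0.0538) and with no trend in the variances (0.0648). Without either *Sox2* mid*Gata4* mid replicate, which leaves 1 library in that group, this call was lost too. The log2 fold change of *EGFP* (−0.351) cannot move there, since those libraries enter only the estimate of the spread. The call of *Sox2* between *Sox2* mid*Gata4* mid and *Gata4* hi cells was lost without any 1 of the 8 libraries (adjusted p = 0.0613 to 0.166), with replicates 1 and 2 only (0.0921), with only the 2 groups compared (0.101) and with no trend (0.0833).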

We confirmed that *SGGT* fluorescence intensities reflected the expression levels of *Sox2* and *Gata4* (Fig. 4c). Remarkably, *Krt7* was equally expressed in between *Sox2*^hi^, *Sox2*^mid^*Gata4*^mid^, and *Gata4*^hi^ cells, while the expression levels of *Krt14* and *Cldn18* were lower than *Krt7* at E13.5, when the stomach epithelium uniformly assumes the pseudostratified structures but is almost specified into squamous or columnar epithelium (Figs. 1b, d and 4c). Those cellular characteristics were also supported by our RNA-seq results that *Sox2*^hi^ cells highly expressed key transcription factors involved in the development of the squamous epithelium, including *p63* and *Foxa2*^18^ (Fig. 4c), whereas *Gata4*^hi^ cells expressed transcription factors associated with the development of the columnar epithelium, including *Gata6*^21^, *Pdx1*^25^, and *Hnf4a*^26^ (Fig. 4c). 

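*Krt7* (chromosome 15 of GRCm38, 101411043 to 101430313) encodes a keratin of simple epithelia. It averaged 89.8 ± 6.60 FPKM (SD, n = 3) in *Sox2* hi cells, 79.4 ± 6.89 (SD, n = 2) in *Sox2* mid*Gata4* mid cells and 81.1 ± 14.2 (SD, n = 3) in *Gata4* hi cells. *Krt14*, a keratin of the squamous basal layer, was listed at 0.229 and 0.241 FPKM in *Sox2* hi replicates 1 and 2 and at 0 in the other E13.5 epithelial libraries. *Cldn18* (chromosome 9, 99689461 to 99717267) encodes a tight-junction protein of the glandular stomach. It averaged 0.0772 FPKM in *Sox2* hi cells, 2.52 ± 1.23 (SD, n = 2) in *Sox2* mid*Gata4* mid cells and 16.6 ± 3.81 (SD, n = 3) in *Gata4* hi cells. For *Krt7*, the log2 fold change was −0.16 (SE 0.13, adjusted p = 0.464 from limma) between *Gata4* hi and *Sox2* hi cells. It was −0.18 (SE 0.15, adjusted p = 0.548) between *Sox2* mid*Gata4* mid and *Sox2* hi cells and −0.02 (SE 0.15, adjusted p = 0.958) between *Sox2* mid*Gata4* mid and *Gata4* hi cells. *Cldn18* was higher in *Gata4* hi than in *Sox2* hi cells by 4.01 (SE 0.24, adjusted p = 3.3e-05 from limma). Cells of the *Sox2* mid*Gata4* mid group stood above *Sox2* hi cells by 1.67 (SE 0.27, adjusted p = 0.0127) and differed from *Gata4* hi cells by −2.34 (SE 0.27, adjusted p = 0.00309). *Krt8* and *Krt18*, 2 further keratins of simple epithelia, were higher in *Gata4* hi than in *Sox2* hi cells. *Krt8* averaged 136, 154.8 and 291 FPKM in *Sox2* hi, *Sox2* mid*Gata4* mid and *Gata4* hi cells (log2 fold change 1.09, adjusted p = 2.2e-04), and *Krt18* averaged 154, 214 and 364 (1.23, adjusted p = 5.6e-05). *Krt19*, another of them, did not pass (−0.10, adjusted p = 0.486). Of 16 tested simple-epithelial keratin and transitional genes, 6 were higher and 1 was lower in *Gata4* hi than in *Sox2* hi cells (the same counts when adjusted over the list alone), with a median log2 fold change of −0.02 and a mean of 0.31. Camera did not call this list (adjusted p = 0.436), which holds genes the study picked from these libraries. *Krt14* lies below the minimum for a test, and the call of *Cldn18* between *Sox2* mid*Gata4* mid and *Sox2* hi cells was lost without *Sox2* mid*Gata4* mid replicate 1 (adjusted p = 0.0865) and with only the 2 groups compared (0.0567).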

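*Trp63* (chromosome 16 of GRCm38, 25683763 to 25892102) encodes p63, the regulator of stratified squamous epithelium. It averaged 35.3 ± 8.29 FPKM (SD, n = 3) in *Sox2* hi cells and 0.0599 ± 0.0486 (SD, n = 3) in *Gata4* hi cells. Its log2 fold change was −5.07 (SE 0.21, adjusted p = 1.0e-05 from limma). *Foxa2*, a forkhead factor of the foregut endoderm (chromosome 2, 148042877 to 148046969), averaged 84.8 ± 12.8 FPKM (SD, n = 3) in *Sox2* hi and 34.5 ± 3.19 (SD, n = 3) in *Gata4* hi cells (−1.27, SE 0.14, adjusted p = 4.8e-04). *Gata6* (chromosome 18, 11052510 to 11085635) averaged 25.1 ± 2.16 FPKM in *Gata4* hi and 1.32 ± 0.0162 in *Sox2* hi cells (3.49, SE 0.15, adjusted p = 1.0e-05 from limma). *Hnf4a* (chromosome 2, 163506808 to 163572910) averaged 46.9 ± 7.84 and 3.65 ± 0.501 FPKM (3.36, SE 0.15, adjusted p = 1.1e-05). *Pdx1* (chromosome 5, 147269959 to 147275848), a factor of the distal stomach, duodenum and pancreas, was listed at 0 in every *Sox2* hi library and averaged 11.7 ± 3.25 FPKM in *Gata4* hi cells (SD, n = 3, adjusted p = 6.9e-05 from limma). Among foregut and squamous transcription factors, 11 of 20 tested were lower and 2 higher in *Gata4* hi cells (12 and 3 when adjusted over the list alone). They include *Pax9* (−4.40), *Irx3* (−2.90) and *Pitx1* (−2.52), while *Klf5* (2.12) moved the other way. Camera called this list lower (adjusted p = 3.3e-08; adjusted p = 0.0483 with an estimated correlation). Of 18 columnar transcription factors, 12 were higher and 3 lower in *Gata4* hi cells (13 and 3 when adjusted over the list alone), with *Onecut3* at 3.38 and *Hnf4g* at 2.79. Camera called the columnar factors higher (adjusted p = 1.3e-05), a call lost with an estimated correlation (adjusted p = 0.103). Both lists hold the factors that the study itself names from these libraries, so they are not wholly independent evidence of the direction.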

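Further differences between *Gata4* hi and *Sox2* hi cells included genes of the squamous and glandular epithelium, endocrine genes and genes of signaling pathways. Among the largest rises in *Gata4* hi cells were those of *Nepn* (0.506 to 280 FPKM, log2 fold change 7.58), *Tspan8* (0.871 to 123, 6.06), *Cym*, which encodes the gastric protease chymosin (4.15 to 339, 5.99). They also include the homeobox gene *Nkx6-3* (0.0942 to 63.4, 5.86), *Ambp* (0.628 to 93.7, 5.85) and *Ihh*, a hedgehog ligand (0.871 to 96.1, 5.697). The largest declines were those of *Car4*, a carbonic anhydrase (83.8 to 0.275 FPKM, −6.01), *Notum*, a secreted WNT antagonist (77.4 to 0.516, −5.697), and *Dcn*, which encodes decorin (76.2 to 0.679, −5.49). The fibroblast collagen genes *Col1a1* (2.11 and 2.36 FPKM) and *Col3a1* (3.24 and 7.70) did not pass the test. Each of the 9 genes named for the size of its change had an adjusted p of at most 2.43e-05 from limma. Of 18 squamous basal-layer genes, 14 were lower and 1 was higher in *Gata4* hi cells (the same counts when adjusted over the list alone), with *Krt5* at −3.57, *Krt15* at −3.43 and *Krt17* at −3.10. All 13 glandular stomach genes tested were higher, with *Agr2* at 5.67, *Lgals4* at 5.09 and *Vil1* at 2.74. All 11 endocrine genes tested were higher as well, with *Isl1* at 3.70, *Ghrl*, which encodes ghrelin, at 3.11 and *Chgb* at 2.94 (13 and 11 when adjusted over each list alone). These are 13 of 28 listed glandular and 11 of 22 listed endocrine genes, as the others lay below the minimum. A gene silent in *Sox2* hi cells reaches that minimum only through the other groups, so the uniform direction is partly set by it. Of 14 WNT targets and antagonists, 10 were lower and 2 higher (10 and 3 when adjusted over the list alone), with *Sp5* at −3.36 and *Axin2* at −2.40 against *Sfrp1* at 2.37 and *Lgr5* at 2.30. Of 12 genes of the retinoic acid pathway, 6 were lower and none was higher (7 and none when adjusted over the list alone), with the synthesizing enzymes *Aldh1a2* at −2.71 and *Aldh1a1* at −1.83. Camera called the squamous basal (adjusted p = 1.7e-11), glandular (1.7e-10), WNT (3.9e-07) and retinoic acid (3.5e-06) lists, each with adjusted p = 0.0483 with an estimated correlation. It called the endocrine list too (3.6e-10), a call lost with an estimated correlation (adjusted p = 0.103). In all, 1955 genes were higher and 879 lower in *Gata4* hi than in *Sox2* hi cells at an adjusted p under 0.05. Of the genes called, 69% were higher in *Gata4* hi cells. This was 47.6% on the TPM scale (1236 higher, 1359 lower) and 52.4% after quantile normalization (1297 higher, 1180 lower). The balance between the directions therefore depends on the scaling. No gene called both in the main analysis and under such a scaling turned its direction. For genes that lost their call, the direction was not compared.

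**Figure D1:**
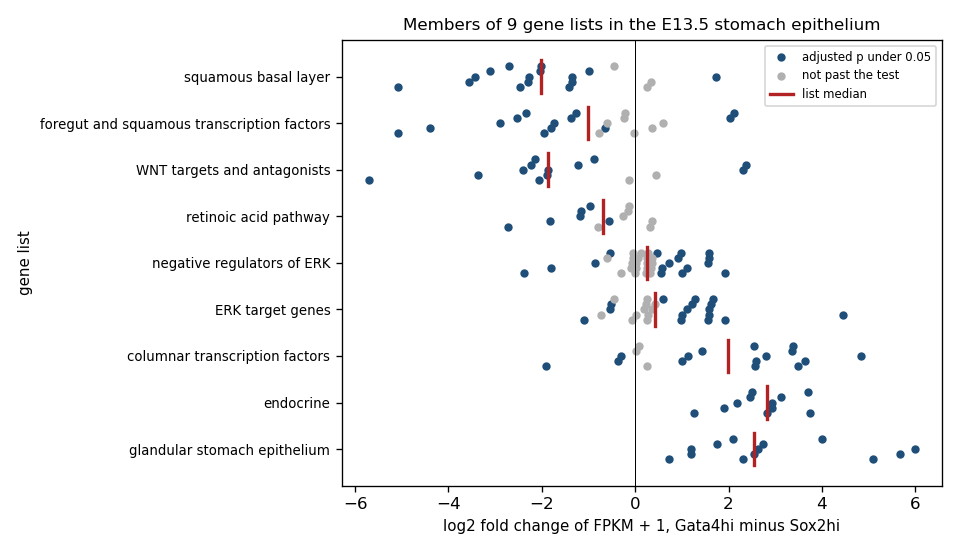
Log2 fold change of FPKM + 1 between *Gata4* hi and *Sox2* hi cells at E13.5 (horizontal axis) for the tested members of 9 gene lists (vertical axis). Each point is 1 gene, blue where its adjusted p is under 0.05 and grey where it is not, and the red bar is the median of the list. The medians run from −2.03 in the squamous basal layer to 2.82 in the endocrine list.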

Notably, *Sox2*^mid^*Gata4*^mid^ cells expressed a negligible level of *p63* relative to *Sox2*^hi^ cells, as well as lower levels of *Gata4, Gata6, and Hnf4a* relative to *Gata4*^hi^ cells (Fig. 4c), explicitly indicating their unspecified character. In addition, we found that the expression levels of *Cckar*, *Wnt7b*, and *Syne1* were highest in *Sox2*^mid^*Gata4*^mid^ cells (Fig. 4d). 

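*Trp63* averaged 2.12 ± 0.885 FPKM (SD, n = 2) in *Sox2* mid*Gata4* mid cells. Its log2 fold change was −3.54 (SE 0.24, adjusted p = 5.6e-04 from limma) from *Sox2* hi cells and 1.53 (SE 0.24, adjusted p = 0.00758) from *Gata4* hi cells. *Gata4* was lower in *Sox2* mid*Gata4* mid than in *Gata4* hi cells by a log2 fold change of −1.60 (SE 0.36, adjusted p = 0.0268). *Gata6* averaged 9.02 ± 2.64 FPKM (SD, n = 2) in *Sox2* mid*Gata4* mid cells, with a log2 fold change of −1.40 (SE 0.17, adjusted p = 0.00355 from limma) from *Gata4* hi and of 2.08 (SE 0.17, adjusted p = 8.7e-04) from *Sox2* hi cells. *Hnf4a* averaged 18.9 ± 2.69 FPKM (SD, n = 2), a log2 fold change of −1.26 (SE 0.17, adjusted p = 0.00513 from limma) from *Gata4* hi and of 2.101 (SE 0.17, adjusted p = 8.7e-04) from *Sox2* hi cells. *Pdx1* was listed at 1.27 and 0.448 FPKM in the *Sox2* mid*Gata4* mid libraries (adjusted p = 0.00232 from limma against *Gata4* hi cells), and *Foxa2* averaged 51.8 ± 6.70 FPKM (SD, n = 2). Of 18 squamous basal-layer genes, 12 were lower and 1 was higher in *Sox2* mid*Gata4* mid than in *Sox2* hi cells (16 and 1 when adjusted over the list alone), with *Sfn* at −3.03, *Krt5* at −2.64 and *Krt15* at −2.61. Of 18 columnar transcription factors, 9 were higher and none was lower in *Sox2* mid*Gata4* mid than in *Sox2* hi cells (11 and 1 when adjusted over the list alone). Camera called both lists (adjusted p = 2.1e-11 and 7.0e-10), and both calls were lost with an estimated correlation (adjusted p = 0.0865 each). Against *Gata4* hi cells, 7 of the 18 columnar factors were lower and 2 higher (10 and 2 when adjusted over the list alone). The columnar list was not called there by camera (adjusted p = 0.0691). Of 13 glandular stomach genes, 6 were higher in *Sox2* mid*Gata4* mid than in *Sox2* hi cells (8 when adjusted over the list alone), with *Cym* at 5.67 and *Lgals4* at 2.17. Compared with *Gata4* hi cells, 9 were lower (11 when adjusted over the list alone), with *Agr2* at −3.92. Camera called both differences (adjusted p = 2.5e-08 and 7.8e-07), but neither with an estimated correlation (adjusted p = 0.109 and 0.110). The call of *Gata4* between *Sox2* mid*Gata4* mid and *Gata4* hi cells did not hold on the TPM scale (adjusted p = 0.0625), after quantile normalization (0.0715) or with the replicate numbers as a block (0.0745). It was also lost without *Sox2* mid*Gata4* mid replicate 2 (0.152) or *Gata4* hi replicate 1 (0.0803), 2 (0.0732) or 3 (0.0511), and with only the 2 groups compared (0.0551). That of *Trp63* did not hold without *Sox2* mid*Gata4* mid replicate 2 (0.0586). The difference of *Foxa2* from *Sox2* hi cells (log2 fold change −0.69, adjusted p = 0.0412) was lost on the TPM scale (0.0942), after quantile normalization (0.0848), with no trend in the variances (0.0612) and without any 1 library other than *Sox2* hi replicate 3 (0.0522 to 0.236).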

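*Wnt7b* (chromosome 15 of GRCm38, 85535437 to 85582473) encodes a WNT ligand. It averaged 1.25 ± 0.288 FPKM (SD, n = 3) in *Sox2* hi cells, 7.10 ± 0.0464 (SD, n = 2) in *Sox2* mid*Gata4* mid cells and 2.17 ± 0.496 (SD, n = 3) in *Gata4* hi cells. *Syne1*, which encodes the nuclear-envelope protein nesprin-1 (chromosome 10, 5020917 to 5551482), averaged 2.38 ± 0.0594, 7.06 ± 0.0674 and 1.95 ± 0.145 FPKM. *Cckar*, which encodes a cholecystokinin receptor (chromosome 5, 53697776 to 53707705), averaged 10.3 ± 3.69, 22.1 ± 0.222 and 9.74 ± 0.852 FPKM. *Wnt7b* was higher in *Sox2* mid*Gata4* mid than in *Sox2* hi cells by a log2 fold change of 1.85 (SE 0.20, adjusted p = 0.00252 from limma) and than in *Gata4* hi cells by 1.36 (SE 0.20, adjusted p = 0.00641). *Syne1* was higher by 1.26 (SE 0.14, adjusted p = 0.00258) and by 1.45 (SE 0.14, adjusted p = 0.00187). *Cckar* was higher than in *Gata4* hi cells by 1.11 (SE 0.27, adjusted p = 0.0346), and its difference from *Sox2* hi cells was 1.10 (SE 0.27, adjusted p = 0.0601). In all, 26 genes were called highest in *Sox2* mid*Gata4* mid cells, by passing both tests; 4 of them are small nuclear or nucleolar RNAs, which polyA libraries do not measure well. They include *Adcy8*, an adenylyl cyclase (4.90, 11.8 and 4.68 FPKM in *Sox2* hi, *Sox2* mid*Gata4* mid and *Gata4* hi cells), and *Has2*, a hyaluronan synthase (3.00, 6.38 and 2.77). *Adcy8* had log2 fold changes of 1.14 (adjusted p = 0.0127 from limma) over *Sox2* hi and 1.18 (adjusted p = 0.00710) over *Gata4* hi cells, and *Has2* of 0.88 (adjusted p = 0.0224) and 0.98 (adjusted p = 0.00951). Independent lists of calls would share 8.6 genes, but both comparisons use the same *Sox2* mid*Gata4* mid libraries. At an unadjusted limma p under 0.05, 163 genes were higher in both comparisons, against a mean of 95.1 in simulated unchanged groups that share those libraries. Unlike the real groups, the simulated ones have no pairing by replicate number and no shift of all genes. The 26 became 89 on the TPM scale, of which 25 are among the 26, and 42 after quantile normalization, of which 24 are; both scalings raise *Sox2* mid*Gata4* mid against *Gata4* hi cells. They became 16 without *Sox2* hi replicate 1, 17 without *Sox2* hi replicate 2 and 13 without *Gata4* hi replicate 1. *Wnt7b* and *Syne1* kept both calls without each of the 8 libraries. *Adcy8* lost a call without *Sox2* mid*Gata4* mid replicate 1 or 2 (adjusted p = 0.0591 to 0.0908) and with only the 2 groups compared (0.0653). *Has2* lost one without any 1 of the *Sox2* hi and *Sox2* mid*Gata4* mid libraries (0.0508 to 0.137) and with replicates 1 and 2 only (0.0657). *Cckar* lost its call without either *Sox2* mid*Gata4* mid or any *Gata4* hi library (0.0657 to 0.154) or with the replicate numbers as a block (0.0766). Without *Sox2* hi replicate 3, *Cckar* also passed against *Sox2* hi cells (0.0183).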

RNA in situ hybridization (RNA-ISH) analyses revealed that cells expressing *CCKAR*, *Wnt7b*, and *Syne1* were localized in the boundary between the GATA4^−^ proximal stomach and the GATA4^+^ distal stomach at E13.5 and E15.5 (Fig. 4d and Supplementary Fig. 5b), implying that *Sox2*^mid^*Gata4*^mid^ cells have the unique characteristics and localizes within the boundary of the developing SCJ. Together, our transcriptome analyses suggested that *Sox2*^mid^*Gata4*^mid^ cells at E13.5 may be the unspecified KRT7^+^ transitional epithelial cells. 

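In *Sox2* mid*Gata4* mid cells, WNT targets and antagonists and retinoic acid genes stood above their level in *Gata4* hi cells. Of 14 WNT genes, 7 were higher and 1 was lower in *Sox2* mid*Gata4* mid than in *Gata4* hi cells (10 and 1 when adjusted over the list alone), with *Notum* at 3.70, *Sp5* at 2.85 and *Axin2* at 2.12. Of 12 retinoic acid genes, 7 were higher and none was lower (9 and none when adjusted over the list alone), with *Aldh1a2* at 2.07 and *Aldh1a1* at 1.36. Camera called both lists (adjusted p = 1.1e-10 and 3.7e-09), each with adjusted p = 0.0454 with an estimated correlation. Neither list stood above its level in *Sox2* hi cells. There, 2 WNT genes were higher and 5 lower (median log2 fold change −0.49). Of the retinoic acid genes, 1 was higher and 1 lower (median −0.07). Camera called neither list against *Sox2* hi cells (adjusted p = 0.0843 and 0.657). Of 11 endocrine genes, 10 were lower in *Sox2* mid*Gata4* mid than in *Gata4* hi cells (10 lower and 1 higher when adjusted over the list alone), with *Neurog3*, the factor that specifies endocrine cells, at −3.62. Camera called this list (adjusted p = 3.3e-07), but not with an estimated correlation (adjusted p = 0.135). On a scale on which the mean of *Sox2* hi cells is 0 and that of *Gata4* hi cells is 1, the median gene higher in *Gata4* hi cells stood at 0.32 in *Sox2* mid*Gata4* mid cells (quartiles 0.03 and 0.57). The median gene lower in *Gata4* hi cells stood at 0.57 (quartiles 0.29 and 0.83). These medians were 0.59 and 0.32 on the TPM scale and 0.47 and 0.47 after quantile normalization, so which group of genes stands closer to *Sox2* hi cells depends on the scaling. Against *Sox2* hi cells, 333 genes were higher and 395 lower in *Sox2* mid*Gata4* mid cells, and against *Gata4* hi cells 340 were higher and 1444 lower. These 4 counts were 588, 286, 842 and 398 on the TPM scale and 395, 355, 487 and 519 after quantile normalization. The median of all genes between *Sox2* mid*Gata4* mid and *Gata4* hi cells was −0.13 and became 0.13 on the TPM scale. The counts against *Sox2* hi cells became 196 and 176 without *Sox2* hi replicate 1, 213 higher without *Sox2* hi replicate 2, and 223 lower without *Sox2* hi replicate 3. They became 122 and 118 without *Sox2* mid*Gata4* mid replicate 1, and 229 lower without *Sox2* mid*Gata4* mid replicate 2. Those against *Gata4* hi cells became 796 lower without *Sox2* mid*Gata4* mid replicate 1, 140 and 392 without *Sox2* mid*Gata4* mid replicate 2, 211 and 701 without *Gata4* hi replicate 1, and 214 and 743 without *Gata4* hi replicate 2. From these transcriptomes, the paper proposes that the *Sox2* mid*Gata4* mid cells of E13.5 may be KRT7+ transitional cells that have not been specified.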

We also found that the proportion of the *Sox2*^mid^*Gata4*^mid^ cells significantly decreased from E11.5 to E18.5 (28% at E11.5, 19% at E13.5, and 7% at E18.5) (Fig. 4b), presumably because the unspecified KRT7^+^ transitional epithelial cells are confined to the SCJ boundary during development.

### Sorted *Sox2*^mid^*Gata4*^mid^ cells give rise to both squamous and columnar epithelium in organoids

To evaluate the differentiation capacities of *Sox2*^hi^, *Sox2*^mid^*Gata4*^mid^, and *Gata4*^hi^ cells, we performed organoid experiments. We isolated *Sox2*^hi^, *Sox2*^mid^*Gata4*^mid^, and *Gata4*^hi^ cells from the stomach epithelium at E13.5 using FACS, and then cultured the single cells under three-dimensional culture conditions (Fig. 4e). After 10 days, each of the single cells autonomously formed organoids. These organoids could be subdivided into at least three distinct types according to the morphology and expression levels of *Sox2* and *Gata4* (Fig. 4f–h). Predominantly SOX2-expressing organoids with smaller surface areas consisted of P63^+^KRT14^+^ basal layers and LOR^+^ cornified layers, which resembled the squamous epithelium (hereafter, squamous epithelium organoid: SEO). Another type of predominantly SOX2-expressing organoids had larger surface areas that were composed of KRT7^+^ layers and KRT14^+^ basal layers, which resembled KRT7^+^KRT14^+^ transitional epithelium (hereafter, transitional epithelium organoid: TEO) (Fig. 4g). Predominantly Gata4-expressing organoids consisted of GATA4^+^CLDN18^+^ columnar cells, which resembled columnar epithelium (hereafter, columnar epithelium organoid: CEO). CEOs were further subdivided into PDX1^−^ corpus-type organoids with larger surface areas and PDX1^+^ antrum-type organoids with smaller surface areas (Fig. 4h). Notably, *Sox2*^hi^ cells mostly gave rise to SEOs, whereas *Gata4*^hi^ cells formed CEOs and *Sox2*^mid^*Gata4*^mid^ cells formed all types of organoids (Fig. 4i). These findings demonstrate that *Sox2*^mid^*Gata4*^mid^ cells have the unspecified properties with multi-lineage differentiation potential in organoids.

### Activation of MAPK/ERK residualizes KRT7^+^ transitional epithelial cells within SCJ boundary during development

We next tested the effects of signaling molecules on the cellular differentiation in the organoid experiment and found that treatment with FGF10 significantly changes the morphology and sizes of organoids generated from *Sox2*^hi^ and *Sox2*^mid^*Gata4*^mid^ cells, but not from *Gata4*^hi^ cells (Fig. 5a, b). Importantly, the percentage of TEOs significantly increased when *Sox2*^hi^ cells were cultured with FGF10 (9% and 88% with no cytokine and FGF10 (100 ng/ml), respectively) (Fig. 5c). Consistent with this, the expression of *Krt14* and *Lor* was significantly decreased by FGF10 treatment (Fig. 5d). SEOs were also less abundant in FGF10-treated *Sox2*^mid^*Gata4*^mid^ cells (Fig. 5e). To determine whether the increase in the abundance of TEOs was the result of the FGF10-mediated activation of the intrinsic signaling pathway, we examined the expression of phospho-ERK (pERK), an effector of MAPK/ERK, in each type of organoid. We found that pERK is predominantly expressed in the TEOs (Fig. 5f and Supplementary Fig. 5c). These findings suggest that MAPK/ERK activation blocks the differentiation of transitional epithelial cells into the squamous epithelium.

**Fig. 5:**
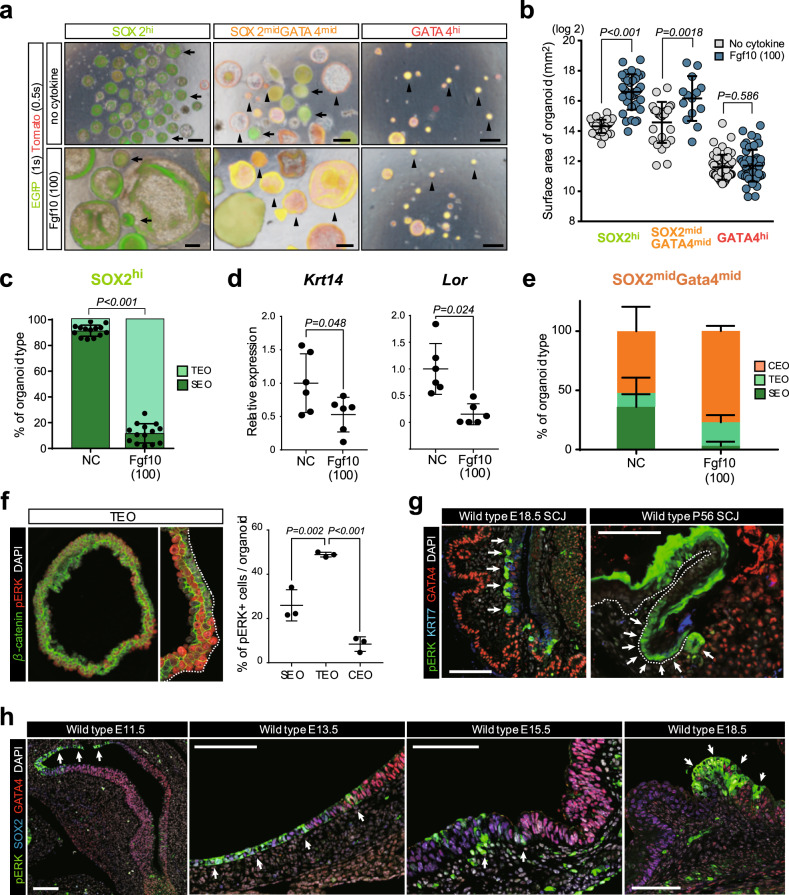
Activation of MAPK/ERK prevents the differentiation of KRT7^+^ transitional epithelial cells. **a** Fluorescent images of organoids generated from *Sox2*^*hi*^, *Sox2*^mid^*Gata4*^mid^, and *Gata4*^hi^ cells in the culture condition with no cytokine (NC) or FGF10 (100 ng/mL). Arrows indicate the SEOs and arrowheads indicate CEOs. *n* = 5. Scale bar, 100 µm. **b** Surface areas of organoids generated from *Sox2*^hi^, *Sox2*^mid^*Gata4*^mid^, and *Gata4*^hi^ in the culture condition with NC or FGF10 (100 ng/mL). *n* > 13 organoids of three independent experiments, two-sided *t*-test. **c** Quantification of organoid types generated from *Sox2*^hi^ cells in the culture condition with NC or FGF10 (100 ng/mL). *n* = 14 independent experiments, two-sided *t*-test. **d** Quantitative (Q)-PCR analyses of *Krt14* and *Lor* for organoids generated from *Sox2*^hi^ cells in the culture condition with NC or FGF10 (100 ng/mL). The CT value of each gene is normalized by *B2M*. The average ΔCT value of the NC condition is set to 1. *n* = 6 independent experiments. Data are presented as mean values ± SD, two-sided *t*-test. **e** Quantification of organoid types generated from *Sox2*^mid^*Gata4*^mid^ cells in the culture condition with no cytokine (NC) or FGF10 (100 ng/mL). *n* = 4 independent experiments. Data are presented as mean values ± SD. **f** Left: IF analysis of phospho-ERK (pERK) and β-catenin for TEOs. Presented data are a representative image of *n* > 10 organoids out of three independent experiments. Scale bar, 100 µm. Right: quantification of pERK^+^ cells in SEOs, TEOs, and CEOs. *n* = 3 independent experiments, one-way ANOVA. **g** IF analyses of pERK, KRT7, and GATA4 for the wild-type stomachs at E18.5 and postnatal day 56. Arrows indicate the pERK^+^KRT7^+^ transitional epithelial cells in the SCJ. Presented data are a representative image of *n* = 5. Scale bar, 100 µm. **h** IF analyses of pERK, SOX2 and GATA4 for wild-type stomachs at E11.5, E13.5, E15.5, and E18.5. Arrows indicate the pERK^+^ epithelial cells in the boundary between proximal and distal stomachs. Presented data are a representative image of *n* = 5. Scale bar, 100 µm.

To assess the physiological activation of MAPK/ERK during development, we next performed IHC analyses of pERK in stomach epithelium. pERK expression was restricted to the KRT7^+^ transitional epithelium in the SCJ at E18.5 and postnatal day 56 (Fig. 5g). pERK was broadly expressed in the proximal stomach epithelium at E11.5 and E13.5 (Fig. 5h). Subsequently, pERK expression was gradually excluded from the proximal side, and eventually restricted to the SCJ boundary at E18.5 (Fig. 5h). Together, these findings suggest that MAPK/ERK activation residualizes KRT7^+^ transitional epithelial cells within the SCJ boundary during development.

### Expression patterning of *Fgf10* and *Fgfr2* in the stomach during development

To examine which signal activates MAPK/ERK in vivo, we reevaluated our RNA-seq data to search the receptor that potentially activate MAPK/ERK during the SCJ development. 

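Of 58 genes for receptor tyrosine kinases, the receptors that start signaling cascades such as MAPK/ERK at the cell surface, 30 reached the minimum for a test at E13.5. By mean FPKM over the 8 E13.5 libraries, *Fgfr2* ranked 1 with 234 FPKM, followed by *Ptk7*, a pseudokinase of WNT signaling, with 63.3, *Kit* with 49.7, *Ephb4* with 38.9 and *Erbb3* with 34.4. The order below *Fgfr2* differs between the groups: *Axl* (50.6 FPKM) and *Ddr1* (48.7) stood above *Ephb4* and *Erbb3* in *Sox2* hi cells, and *Kit* (54.8) above *Ptk7* (54.3) in *Gata4* hi cells. The other FGF receptors lay lower, with *Fgfr3* at rank 10 (29.5 FPKM). *Fgfr1* averaged 26.6 ± 6.55 (SD, n = 3) in *Sox2* hi, 25.4 ± 1.05 (SD, n = 2) in *Sox2* mid*Gata4* mid and 18.6 ± 3.40 (SD, n = 3) in *Gata4* hi cells. *Fgfr4* averaged 9.28, 14.7 and 12.0 FPKM, *Igf1r*, the receptor of insulin-like growth factor, 18.1, 20.9 and 24.4, and *Egfr* 1.45, 1.05 and 1.80 in the same order. At E11.5, *Fgfr2* was at 185 FPKM in *Sox2* hi and 77.7 in *Gata4* hi cells, *Fgfr1* at 37.0 and 23.9, and *Fgfr3* at 24.9 and 15.51. *Igf1r* stood at 21.0 and 28.3, *Fgfr4* at 9.33 and 9.09, and *Egfr* at 0.515 and 0.610. Among the 30 receptors tested at E13.5, 9 were higher and 5 lower in *Gata4* hi than in *Sox2* hi cells (10 and 5 when adjusted over the list alone), and camera did not call the list (adjusted p = 0.785). The largest rise was that of *Ror2*, a receptor of WNT ligands, from 0.643 to 25.1 FPKM (log2 fold change 4.01, adjusted p = 1.0e-05 from limma). FPKM is scaled within a library, so levels of different receptors are compared within these libraries only.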

Among the representative receptor tyrosine kinases^27^, only *Fgfr2* was robustly expressed in the epithelial cells at 11.5 and E13.5 (Supplementary Fig. 6a). We also found that the expression level of *Fgfr2* shapes the gradient, being highest in *Sox2*^hi^ cells, moderate in *Sox2*^mid^*Gata4*^mid^ cells, and lowest in *Gata4*^hi^ cells, a pattern opposite to that of *Gata4* expression (Supplementary Fig. 6a). 

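At E13.5, *Fgfr2* (chromosome 7 of GRCm38, 130162451 to 133123350) averaged 413 ± 63.3 FPKM (SD, n = 3) in *Sox2* hi, 211 ± 17.7 (SD, n = 2) in *Sox2* mid*Gata4* mid and 71.0 ± 4.41 (SD, n = 3) in *Gata4* hi cells. The log2 fold change was −2.51 (SE 0.11, adjusted p = 1.1e-05 from limma) between *Gata4* hi and *Sox2* hi cells. It was −0.95 (SE 0.13, adjusted p = 0.00644 from limma) between *Sox2* mid*Gata4* mid and *Sox2* hi cells and 1.56 (SE 0.13, adjusted p = 0.00137) between *Sox2* mid*Gata4* mid and *Gata4* hi cells, so each of the steps passed limma's test in the main analysis. The step between *Sox2* mid*Gata4* mid and *Sox2* hi cells did not pass that test without *Sox2* mid*Gata4* mid replicate 1 (adjusted p = 0.07) or with only the 2 groups compared (0.0567).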

RNA-ISH analyses revealed that *Fgfr2* expression in the proximal stomach epithelium was weak at E11.5, but became prominent at E13.5 and E15.5 (Fig. 6a). 

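PDGFRα-positive mesenchymal cells of the proximal and of the distal stomach were sequenced at E13.5, at E15.5 and at E17.5, with 1 library per region and stage. The libraries were processed by the authors to FPKM as those of the epithelium were. *Pdgfra*, the gene of the sort marker, was at 139 to 217 FPKM in the 6 libraries, and *Epcam*, the epithelial marker, at 0.346 to 4.95. FPKM values summed to 656588 in the proximal and 618155 in the distal library at E13.5, to 560675 and 553994 at E15.5, and to 496910 and 491691 at E17.5, and 12316 to 12771 genes reached 1 FPKM. Relative to *Sox2* hi replicate 1 of the E13.5 epithelium, the depth was 0.392 in the proximal and 0.785 in the distal library at E13.5 and 0.532 to 0.591 in the libraries of E15.5 and E17.5. With 1 library per group no test was made. Genes with a mean of at least 1 FPKM over the 6 libraries (12900 genes) were counted when log2(FPKM + 1) differed by at least 1, that is, 2-fold, between the regions. The Y-linked gene *Ddx3y* was at 12.7 and 10.6 FPKM in the E13.5 libraries and at 0 to 0.0155 in those of E15.5 and E17.5. The stages therefore also differ in the sex of the embryos, while the regions of a stage do not.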

We next searched for FGF ligands expressed in the embryonic stomach by isolating PDGFRα-positive mesenchymal cells at E13.5, E15.5, and E17.5 (Supplementary Fig. 6b). 

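*Fgf10* encodes a ligand of the epithelial isoform of FGFR2. It was at 2.53 FPKM in the proximal and 30.1 in the distal fibroblasts at E13.5, at 6.21 and 16.4 at E15.5, and at 1.91 and 4.68 at E17.5, with 1 library each. The log2 difference between distal and proximal fibroblasts was 3.14, 1.27 and 0.97 at these stages. Among 22 FGF ligand genes, *Fgf10* ranked 1 in the distal library at E13.5, 2 at E15.5 and 5 at E17.5. *Fgf13*, which encodes an intracellular FGF, followed at E13.5 with 18.5 FPKM in proximal and 14.7 in distal fibroblasts. *Fgf7*, another ligand of that FGFR2 isoform, was at 5.59 FPKM in proximal and listed at 0 in distal fibroblasts at E13.5 and reached 25.5 and 14.5 at E17.5. *Fgf2* stood at 26.0 and 19.0 at E15.5 and 21.0 and 20.01 at E17.5, and *Fgf9* was at 0.328 and 10.01 at E17.5. Of the transcription factors of the stomach mesenchyme, *Six2* was at 2.15 FPKM in proximal and 106 in distal fibroblasts at E13.5, at 3.35 and 78.4 at E15.5 and at 2.72 and 31.0 at E17.5. *Isl1* was at 0.614 and 30.4, 2.45 and 29.6, and 2.21 and 22.7 FPKM, and *Nkx3-2* was at 10.3 FPKM in distal fibroblasts at E13.5 against 0.707 in proximal ones. Higher in proximal fibroblasts at every stage were *Hoxa7* (49.4 and 12.2, 46.6 and 4.72, 27.0 and 4.52 FPKM), the WNT agonist *Rspo2* (17.6 and 3.13, 36.7 and 6.04, 14.3 and 5.20) and the WNT antagonist *Sfrp2* (100.1 and 39.7, 94.6 and 37.0, 243 and 41.7). In all, 25 genes were at least 2-fold higher in distal and 21 at least 2-fold higher in proximal fibroblasts at all 3 stages, counted on FPKM + 1; the difference of *Fgf10* at E17.5 lay just under the limit of this count. No spread between replicates is known for these values, and the counts became 76 and 82 without E13.5, 61 and 57 without E15.5, and 99 and 91 without E17.5.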

We found that only *Fgf10* was highly expressed in the distal stomach mesenchyme at E13.5 and the *Fgf10* expression in the distal stomach mesenchyme decreased by E17.5 (Supplementary Fig. 6c). Notably, RNA-ISH analyses revealed that *Fgf10* expression in the distal mesenchyme was weak at E11.5, prominent at E13.5, and restricted to the distal end at E15.5 (Fig. 6a). Thus, *Fgf10/Fgfr2* signaling axis in the stomach is established after E11.5, and the distance between *Fgfr2*-expressing epithelial cells and *Fgf10*-expressing mesenchymal cells increased from E13.5 to E15.5 (Fig. 6a). Based on these findings, we propose that the diagonal relationship between epithelial *Fgfr2* and mesenchymal *Fgf10*, along with their spatiotemporal patterning, is responsible for the regionally restricted activation of MAPK/ERK during the establishment of the SCJ in the stomach.

**Fig. 6:**
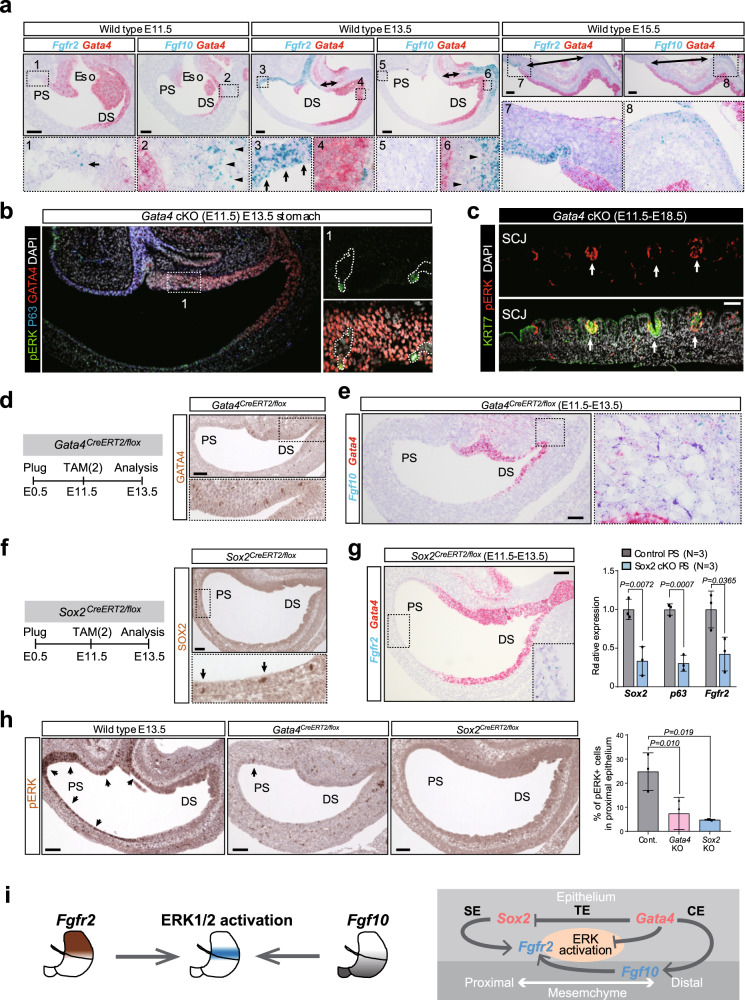
Epithelial expression levels of *Gata4* and *Sox2* regulate the regionally restricted activation of MAPK/ERK via *Fgfr10/Fgfr2* axis. **a** RNA-ISH analyses of *Fgf10*, *Fgfr2*, and *Gata4* for wild-type stomachs at E11.5, E13.5, and E15.5. Arrows indicate the *Fgfr2*-expressing proximal epithelial cells. Arrowheads indicate the *Fgf10*-expressing distal mesenchymal cells. *n* = 4. Scale bar, 100 µm. **b** IF analyses of pERK, P63, and GATA4 for the stomachs of the *Gata4 cKO (E11.5)* embryos at E13.5. Dash lines demarcated the *Gata4*-depleted cells. *n* = 3. Scale bar, 100 µm. **c** IF analyses of pERK and KRT7 for the stomach of the *Gata4 cKO (E11.5)* embryo at E18.5. Arrows indicate the pERK^+^KRT7^+^ transitional epithelial cells in the distal stomach. *n* = 3. Scale bar, 100 µm. **d** Left: a scheme for the *Gata4 KO* experiments using *Gata4*^*CreERT2/flox*^ mice. Right: IHC analyses of GATA4 for the stomachs of the *Gata4*^*CreERT2/flox*^ embryos at E13.5. *n* = 3. Scale bar, 100 µm. **e** RNA-ISH analyses of *Fgf10* and *Gata4* for the stomachs of the *Gata4*^*CreERT2/flox*^ embryos at E13.5. *n* = 3. Scale bar, 100 µm. **f** Left: a scheme for the *Sox2 cKO* experiment using *Sox2*^*CreERT2/flox*^ mice. Right: IHC analyses of SOX2 for the stomachs of the *Sox2*^*CreERT2/flox*^ embryos at E13.5. *n* = 3. Scale bar, 100 µm. **g** Left: RNA-ISH analyses of *Fgfr2* and *Gata4* for the *Sox2 cKO (E11.5)* stomachs at E13.5. *n* = 3. Scale bar, 100 µm. Right: Q-PCR analyses of *Sox2, p63*, and *Fgfr2* for the epithelial cells of control and *Sox2 cKO (E11.5)* stomachs at E13.5. The CT value of each gene is normalized by *B2M*. The average ΔCT values of control stomachs are set to 1. *n* = 3 independent experiments. Data are presented as mean values ± SD, two-sided *t*-test. **h** Left: IHC analyses of pERK for the stomachs of wild type, *Gata4*^*CreERT2/flox*^, and *Sox2*^*CreERT2/flox*^ embryos at E13.5. Arrows indicate the pERK^+^ cells in the stomach epithelium. Scale bar, 100 µm. Right: quantification of pERK^+^ cells in the proximal stomach epithelium. *n* = 3 independent experiments. Data are presented as mean values ± SD, one-way ANOVA. **i** A scheme illustrates that epithelial *Gata4* and *Sox2* regulate the axial patterning of *Fgf10*/*Fgfr2* and regionally restricted activation of MAPK/ERK.

### Epithelial expression levels *of Gata4* and *Sox2* regulate intermediated regional activation of MAPK/ERK

We next examined whether the proximal–distal patterning of *Sox2*/*Gata4* expression interacts with MAPK/ERK activation mediated by the *Fgfr2*/*Fgf10* axis. First, we sought to determine why *Gata4*^hi^ cells did not respond to *Fgf10* in the organoid experiment (Fig. 5a, b), even though *Fgf10* was released from the neighboring mesenchymal cells and *Fgfr2* was partially expressed in *Gata4*^hi^ cells (Supplementary Fig. 6a, c). 

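*Spry2* (chromosome 14 of GRCm38, 105891947 to 105896819), *Dusp4* (chromosome 8, 34807297 to 34819894) and *Dusp6* (chromosome 10, 99263231 to 99267489) encode a Sprouty inhibitor of receptor signaling and phosphatases that act on MAP kinases. *Spry2* averaged 13.6 ± 1.46 FPKM (SD, n = 3) in *Sox2* hi, 15.9 ± 0.565 (SD, n = 2) in *Sox2* mid*Gata4* mid and 42.5 ± 7.12 (SD, n = 3) in *Gata4* hi cells. *Dusp4* averaged 5.96 ± 1.32, 8.96 ± 0.671 and 25.4 ± 4.42 FPKM, and *Dusp6* 12.6 ± 2.19, 9.68 ± 1.05 and 28.0 ± 0.519. Between *Gata4* hi and *Sox2* hi cells the log2 fold change was 1.57 (SE 0.14, adjusted p = 1.9e-04 from limma) for *Spry2*, 1.93 (SE 0.18, adjusted p = 2.5e-04) for *Dusp4* and 1.11 (SE 0.13, adjusted p = 7.9e-04) for *Dusp6*. Relative to *Gata4* hi cells, *Sox2* mid*Gata4* mid cells were lower in *Spry2* (−1.35, adjusted p = 0.00315), *Dusp4* (−1.39, adjusted p = 0.00609) and *Dusp6* (−1.44, adjusted p = 0.00219) with limma. Relative to *Sox2* hi cells they differed by 0.22 (adjusted p = 0.476), 0.53 (adjusted p = 0.180) and −0.34 (adjusted p = 0.231). Of 36 negative regulators of ERK tested, 12 were higher and 4 lower in *Gata4* hi than in *Sox2* hi cells (the same counts when adjusted over the list alone). *Spry4* stood at 1.59 and *Il17rd* at 1.57, against *Lrig1* at −2.37 and *Klf4* at −1.80. Camera did not call this list against the other genes (adjusted p = 0.169), while limma's fry, which asks whether the members move one way on balance without regard to other genes, did (adjusted p = 3.1e-04). In this comparison fry called most of the lists tested, among them the receptor tyrosine kinases (fry adjusted p = 0.0167), which camera did not call. It also called most lists between *Sox2* mid*Gata4* mid and *Gata4* hi cells. A pass with fry therefore says little about this list in particular. Against *Gata4* hi cells, 9 of the 36 were lower and 2 higher in *Sox2* mid*Gata4* mid cells (11 and 4 when adjusted over the list alone; camera adjusted p = 0.0691, fry adjusted p = 4.3e-04). Of 27 target genes of ERK signaling, 13 were higher and 3 lower in *Gata4* hi than in *Sox2* hi cells (13 and 4 when adjusted over the list alone), with *Etv4* at 4.45, *Etv1* at 1.68 and *Myc* at 1.62. Camera called the targets (adjusted p = 0.00370), but not with an estimated correlation (adjusted p = 0.194) or among genes with a mean of at least 5 FPKM (0.0837). The lists share 9 tested genes, among them *Spry2*, *Dusp4* and *Dusp6*, which the study picked from these libraries. Without the shared genes, 7 of 18 targets were higher and 2 lower, and camera did not call them (adjusted p = 0.127; adjusted p = 0.318 with an estimated correlation).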

From our RNA-seq data, we discovered that genes related to the negative regulation of the MAPK/ERK cascade, such as *Spry2*, *Dusp4*, and *Dusp6*, were highly expressed in the *Gata4*^hi^ cells relative to *Sox2*^hi^ and *Sox2*^mid^*Gata4*^mid^ cells at E13.5 (Supplementary Fig. 6d). Depletion of *Gata4* in the stomach epithelium at E11.5 using *Sox2*^*CreERT2/+*^*; Gata4*^*flox/flox*^ embryos resulted in the mis-expression of pERK in the GATA4-deficient epithelial cells at E13.5 (Fig. 6b), which persisted in the ectopic GATA4-deficient KRT7^+^ transitional epithelium in the distal stomach at E18.5 (Fig. 6c), demonstrating that the negative regulation of MAPK/ERK in the stomach epithelium is dependent on epithelial GATA4 expression. Furthermore, when we blocked MAPK/ERK signaling by treating E11.5 embryonic stomach with SU5402 in ex vivo culture, the number of *Gata4*^hi^ cells in the stomach epithelium decreased (Supplementary Fig. 6e). This implies the existence of a negative-feedback loop between epithelial GATA4 and MAPK/ERK activation. By contrast, when we almost completely deleted *Gata4* in the stomach epithelium from E11.5 to E13.5 using *Gata4*^*CreERT2/flox*^ embryos (Fig. 6d), the activation of MAPK/ERK in the proximal stomach epithelium was significantly downregulated (pERK^+^/epithelial cells = 25% [control] vs. 7% [Gata4 cKO]) (Fig. 6h). Notably, expression of *Fgf10* in the distal mesenchyme was downregulated in *Gata4*-depleted stomach at E13.5 (Fig. 6e), indicating that epithelial GATA4 expression regulates the mesenchymal *Fgf10* expression.

We next examined the roles of epithelial *Sox2* in MAPK/ERK activation. Pregnant females carrying *Sox2*^*CreERT2/flox*^ embryos were treated with TAM at E11.5, and their stomachs were analyzed at E13.5 (Fig. 6f). The number of pERK^+^ epithelial cells in the proximal stomach decreased in *Sox2*-depleted stomachs (pERK^+^/epithelial cells = 25% [control] vs. 5% [*Sox2* cKO]) (Fig. 6h). Notably, expression of *Fgfr2* was downregulated in Sox2-deficient epithelial cells in the proximal stomach (Fig. 6g), suggesting that epithelial SOX2 expression regulates the epithelial *Fgfr2* expression. To confirm this idea, we performed experiments of GATA4 overexpression from E11.5 to E13.5 using *KH2-Gata4* chimeric embryos, in which GATA4-overexpressing cells in the proximal stomach epithelium downregulated the expression levels of SOX2 and its target genes (Fig. 3g and Supplementary Fig. 4e). We found that expression levels of SOX2 and *Fgfr2* were decreased in GATA4-overexpressing cells in the proximal stomach epithelium at E13.5. In conclusion, epithelial expression levels of *Gata4* and *Sox2* orchestrates the intermediate regional activation of MAPK/ERK mediated by *Fgf10*/*Fgfr2* axis during development (Fig. 6i).

### Activation of MAPK/ERK in human transitional epithelium and Barrett’s esophagus

Finally, we examined the activation of MAPK/ERK signaling at SCJs in humans. Different from mouse, the SCJ is not located in the stomach but at the esophageal–gastric junction in human^12,13^. However, the human SCJs have common structures with the mouse SCJs in that KRT7^+^ transitional epithelial cells exist between squamous and columnar epithelium^13,28^. We detected specific expression of pERK in KRT7^+^ transitional epithelium in the human esophageal–gastric junction, as well as KRT7^+^ transitional epithelium in the uterine cervix (Fig. 7a). Thus, the activation of MAPK/ERK cascade is a general feature of KRT7^+^ transitional epithelium at the SCJs in both mice and humans.

**Fig. 7:**
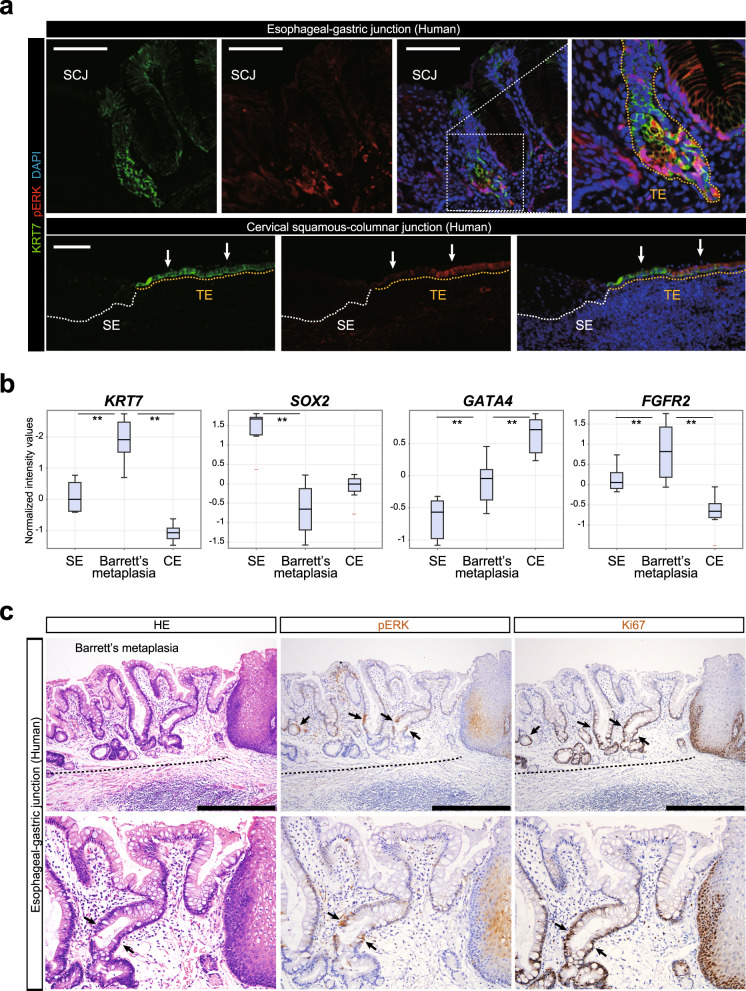
Activation of MAPK/ERK in human SCJs and Barrett’s esophagus. **a** IF analyses of pERK and KRT7 for human esophageal–gastric junction and uterine cervix. Arrows indicate the pERK^+^KRT7^+^ transitional epithelial cells. SE squamous epithelium, TE transitional epithelium. Presented data are a representative image of *n* = 4. Scale bar, 100 µm. **b** Expression levels analyses of *KRT7*, *SOX2*, *GATA4*, and *FGFR2* for esophageal squamous epithelium (SE) (*n* = 8), gastric columnar epithelium (CE) (*n* = 10), and Barrett’s metaplasia (*n* = 10). Raw data are extracted from GEO record GSE34619. Solid lines in each box indicate the median. Bottom and top of the box are lower and upper quartiles, respectively. **p < 0.01, one-way ANOVA. **c** H&E staining (left) and IHC analyses of pERK (middle) and Ki67 (right) in human Barrett’s metaplasia. Arrows indicate pERK^+^Ki67^+^ cells. Top: ×10 magnifications. Bottom: ×20 magnifications. Presented data are a representative image of *n* = 4. Scale bar, 500 µm.

Recent studies suggest that transitional basal cells are an origin of the Barrett’s esophagus, an intestinal metaplasia that arises specifically at the esophageal–gastric junction^12,13^. Barrett’s esophagus is defined as the ectopic emergence of goblet cells around the SCJ and harbors a higher risk for adenocarcinoma development^4^. Transcriptome analyses comparing Barrett’s metaplasia with squamous and columnar epithelium demonstrated that Barrett’s metaplasia expresses high levels of *KRT7* and *FGFR2* (Fig. 7b)^17^. By contrast, expression of *SOX2* remained suppressed, whereas expression of GATA4 was upregulated in Barrett’s metaplasia (Fig. 7b), suggesting that Barrett’s metaplasia exhibits a transcription pattern similar to that of primitive transitional epithelial cells. Expression of pERK was detected in a subset of cells in Barrett’s metaplasia (Fig. 7c). Moreover, IHC analyses of Ki67 revealed that the pERK^+^ cells in Barrett’s metaplasia were highly proliferative (Fig. 7c). Together, these findings support the notion that primitive transitional epithelial cells and activation of MAPK/ERK signaling are associated with the pathogenesis of Barrett’s metaplasia.

## Discussion

In this study, we identified the molecular mechanisms underlying the establishment of the SCJ boundary. We found that during development, pERK-positive primitive epithelial cells are confined to transitional epithelium at the SCJ boundary. Confinement of the pERK-positive cells is governed by the coordinated interplay between a concentration gradient of a signaling molecule (*Fgf10–Fgfr2* axis) and patterning of transcription factors (*Gata4–Sox2*). Moreover, transcription factor-mediated cell fate specification in epithelial cells affects mesenchymal expression of signaling molecules that play roles in the activation of the MAPK/ERK cascade.

Previous studies using tissue-swapping or explant culture experiments showed that mesenchyme directs epithelial cell fate in the stomach^29,30^. Additionally, it was reported mesenchymal *Fgf10* affects the cellular differentiation of the gastric gland in mice^14,31^, supporting the notion that mesenchymal signals direct the epithelial cell fate. Conversely, we showed that the epithelial deletion of *Gata4* caused mesenchymal depletion of *Fgf10* expression in distal stomach, highlighting the local crosstalk between epithelial cells and mesenchymal cells. We also found that *Sox2* mediates epithelial expression of *Fgfr2* in the proximal stomach. Notably, the distance between *Fgfr2*-expressing epithelial cells and *Fgf10*-expressing mesenchymal cells increased along with the growth of the stomach during development. Collectively, these results suggest that distant epithelial–mesenchymal crosstalk straddling the SCJ ensures the regional specificity of MAPK/ERK activation, leading to the persistence of pERK-positive transitional epithelial cells at the SCJ.

Given their unique localization, transitional epithelial cells have been implicated in tissue regeneration and maintaining homeostasis of SCJs. Here, by studying the SCJ development in mouse stomach, we showed that the activation of MAPK/ERK mediated by *Fgf10–Fgfr2* axis maintains the proliferative and unspecified properties of embryonic TE cells, which have the potential to differentiate into both squamous and columnar epithelial cells. Notably, activation of MAPK/EPK in the transitional epithelial cells was preserved after the establishment of the SCJ. Since the expression of *Fgf10* in the mesenchyme decreased at the later developmental stage, it remains to be clear how MAPK/ERK is activated in adult transitional epithelial cells. Nevertheless, these results support the hypothesis that pERK-positive transitional epithelial cells might serve as undifferentiated stem cells capable of regenerating and maintaining the homeostasis of the adult SCJ. Future studies, using lineage tracing of the pERK-positive transitional epithelial cells and manipulating MAPK/ERK activation in the adult transitional epithelial cells, might verify this hypothesis.

Notably, FGF10-mediated activation of MAPK/ERK is efficient for the long-term expansion of human Barrett’s metaplasia in organoids^32^. Furthermore, activation of MAPK/ERK is frequently observed in adenocarcinomas associated with Barrett’s metaplasia^7,33^. We found that a subset of proliferating cells in Barrett’s metaplasia expresses pERK, suggesting that these pERK-positive cells could be precursors of Barrett’s metaplasia-associated adenocarcinomas. Therefore, activation of MAPK/ERK signaling might play an important role not only in the pathogenesis of Barrett’s metaplasia, but also in development of esophageal adenocarcinomas from Barrett’s metaplasia, and thus may represent a potential therapeutic target.

In summary, we identified the unspecified features of transitional epithelium in the SCJ, which is maintained by continuous activation of MAPK/ERK. Our findings pave the way to an improved understanding of pathogenesis and will facilitate the development of strategies for cancer treatment, as well as efficient regeneration, both of which are related to SCJs.

## Methods

### Vector constructions

#### *Gata4-td Tomato* and *Gata4-CreERT2* vector

A cDNA fragment of *td Tomato-pA-PGK-Puro-pA* (2.7 kb) and *CreERT2-pA-PGK-Bsd-pA* (3.8kbp) with 50-bp homology arms was established using KAPA HiFi HotStart ReadyMix (KAPA Biosystems). This fragment was recombined into the first ATG of the exon 1 of the *Gata4* BAC (BACPAC Resources Center) using the Red/ET BAC recombination system. The fragments of *Gata4-td Tomato-pA-PGK-Puro-pA* and *Gata4-CreERT2-pA-PGK-Bsd-pA* sequence with 2.5-kb (5′) and 4.2-kb (3′) homology arms were retrieved and used as targeting vectors.

#### *Sox2-CreERT2* vector

A cDNA fragment of *CreERT2-pA-PGK-Bsd-pA* (3.8 kb) with 50-bp homology arms was established using KAPA HiFi HotStart ReadyMix. This fragment was recombined into the first ATG of the exon 1 of the *Sox2* BAC (BACPAC Resources Center) using the Red/ET BAC recombination system. The fragment of *Sox2-CreERT2-pA-PGK-Bsd-pA* sequence with 3.5-kb (5′) and 2.5-kb (3′) homology arms was retrieved and used as a targeting vector.

### Homologous recombination into ES cells

ES cell lines V6.5 and KH2 were used as previously described^34,35^. 20 μg of each targeting vector was linearized using the appropriate restriction enzymes (*Gata4-td Tomato* targeting vector: *Sca*I, *LSL-HA tag-Kras*^*G12D*^ targeting vector: *Pvu*I, *Gata4-CreERT2* targeting vector: *Fsb*I, *Sox2-CreERT2* targeting vector: *Sbf*I). All restriction enzymes were obtained from New England Biolabs. After 37 °C overnight linearization, the products were purified and collected by ethanol precipitation; the pellets were dissolved in 100 μL of 25 mM HEPES buffer (Gibco). ES cells were dissociated with 0.25% trypsin (Nacalai Tesque) and resuspended in 500 μL of high-glucose DMEM (Nacalai Tesque) containing 25 mM HEPES. A mixture of targeting vector and ES cells (4.0 × 10^6^) was injected into a Gene Pulser Cuvette (Bio-Rad) and subjected to electroporation on a Gene Pulser Xcell (Bio-Rad). Electroporation was performed twice at 550 V for 600 msec. After electroporation, 2.0 × 10^6^ ES cells were placed onto MEFs in each of two 6-cm dishes and cultured at 37 °C with 5% CO_2_ in ESC medium [Knockout DMEM (Gibco), 2 mM L-glutamine (Nacalai Tesque), 1× NEAA (Nacalai Tesque), 100 U/mL penicillin, 100 μg/mL streptomycin (Nacalai Tesque), 15% FBS (Gibco), 0.11 mM mercaptoethanol (Gibco), and 1000 U/mL human LIF (Wako)]. Twenty-four hours after electroporation, antibiotic selection was initiated. Concentrations were as follows: blasticidin S (Funakoshi), 15 μg/mL and puromycin (Sigma), 1 μg/mL. After 1 week of antibiotic selection, the surviving ES colonies were picked up and expanded to establish ESC lines.

### Southern blotting

Genomic DNA was collected from ES cells using the NucleoSpin Tissue kit (Macherey-Nagel). The recombined BAC plasmids were collected using the NucleoBond Xtra BAC kit (Macherey-Nagel). 3 ng of each recombined BAC (as a positive control) and 5 μg of sample genomic DNA were digested overnight at 37 °C with the appropriate restriction enzymes (*Gata4-td Tomato*: *Kpn*I, *Gata4-CreERT2*: *Hin*dIII, *Sox2-CreERT2*: *Mfe*I). Restriction enzymes were obtained from New England Biolabs. The restriction products were ethanol precipitated and dissolved in 15 μL of TE buffer. The products were mixed with 5 mL of 6× Loading Buffer Triple Dye (NIPPON Gene) and subjected to electrophoresis on a 0.8% agarose gel (Fast Gene) at 50 V for 2 h. The products in the gel were depurinated in 250 mM HCl for 10 min, washed in distilled water for 5 min, and denatured in 0.5 M NaOH, 1.5 M NaCl for 15 min; the last step was repeated twice. Subsequently, the products were transferred to a Hybridization Transfer Membrane (PerkinElmer) by capillary transfer at room temperature for 8 h. The membrane was washed twice with 2× Standard Saline Citrate (SSC buffer) for 5 min and crosslinked on a CL-1000 Ultraviolet Crosslinker (UVP). 20× SSC buffer contains 3 M of NaCl, 0.3 M of C_6_H_5_Na_3_O_7_•2H_2_O. The pH of the samples was adjusted to 7.0 using HCl. The membrane was hybridized at 68 °C overnight with 25 ng/mL probe in PerfectHyb buffer (TOYOBO). Probes were generated using the PCR DIG Probe Synthesis Kit (Roche) using the wild-type BAC as a template. The primer sets for each target gene are shown in Supplementary Table 1. The membrane was washed twice with low-stringency buffer (containing 2 × SSC buffer and 1 × SDS), and twice with high-stringency buffer (containing 0.2 × SSC buffer, 1 × SDS); all washes were for 5 min. The DIG Luminescent Detection Kit for Nucleic Acids (Roche) was used for visualization, and an LAS4000 (GE Healthcare) was used for detection. Uncropped blots are found in Supplementary Fig. 7.

### Blastocyst collection and microinjection

#### Blastocysts collection

Eight-week-old ICR female mice (Japan SLC) received 7.5 U of serotropin (ASKA Animal Health) by intraperitoneal injection. Forty-eight hours after of serotropin treatment, mice were injected with 7.5 U of gonadotropin (ASKA Pharmaceutical). These mice were then mated with ICR male mice (Japan SLC). Plug checks were performed on the next morning. Two days later, these female mice were sacrificed by cervical dislocation, and their oviducts were harvested. Two-cell-stage fertilized eggs were collected by perfusion with M2 medium (Sigma) and maintained in KSOM medium. Two days later, the blastocysts were subjected to microinjection. For this purpose, ES cells were treated with trypsin and pipetted up and down 15 times to dissociate them into single cells. The ES cells and MEFs were incubated in a gelatin-coated 10-cm dish with 10 mL ESC medium for 30 min to attach only MEFs onto the dish. 3 mL of supernatant containing ES cells was collected. Three to five ES cells were injected into each ICR blastocyst under on OLYMPUS IX71 microscope. In all, 20–25 injected blastocysts were transplanted into the uterus of each pseudo-pregnant ICR female mouse (Japan SLC).

### Mice

*Rosa26 LSL-LacZ* mice^36^, *ΔNp63-Cre* mice^23^, *Sox2-EGFP* mice^37^, *Sox2 flox* mice^38^, and *Gata4 flox* mice^39^ have been described previously. All mice were maintained in a C57BL/6–129×1/Sv mixed background. For germline transmission, 8-week-old male chimeric mice were mated with 8-week-old C57BL/6 female mice (Japan SLC) to obtain transgenic mice.

### Mice genotyping

Tail tips of 3-week-old mice were collected and dissolved with 200 μL of DNA elution buffer (100 mM Tris-HCl, 5 mM EDTA, 0.2 % SDS, 200 mM NaCl, and 1% Protein kinase) at 65 °C. After centrifugation at 4 °C at 20,000 × *g* for 15 min, 3 µL of supernatant was dissolved into 100 μL of Tris-EDTA buffer. Recombination was detected by PCR with Gflex polymerase (Takara Bio). Genotyping primers are shown in Supplementary Table 1.

### Tamoxifen and doxycycline treatment

TAM (Sigma) was dissolved in corn oil. For embryonic labeling and genetic manipulation, pregnant females were received a single-dose intra-abdominal injection of TAM at the times indicated. DOX (Sigma) was dissolved in drinking water at 0.2 mg/mL and was given to pregnant females for the times indicated.

### Mice experiments

All animal studies were conducted in accordance with ethical guidelines in Kyoto University and University of Tokyo and were approved by Center for iPS Cell Research and Application, Kyoto University and Institute of Medical Science, University of Tokyo.

### X-gal staining

#### Whole-mount staining

Pregnant females were sacrificed, and the dissected intestinal tracts of *Gata4-CreERT2*, *Rosa LSL-LacZ* and *Sox2-CreERT2, Rosa LSL-LacZ* embryos were collected and fixed with ice-cold 4% PFA for 2 h. After one wash with PBS, the stomach was poured into permeabilization solution (5 mM EGTA, 2 mM MgCl_2_, 0.01% sodium deoxycholate, and 0.02% Nonidet P-40 in PBS) and reacted with the X-gal solution (1 mg/mL X-gal, 5 mM potassium ferrocyanide and 5 mM potassium ferricyanide in the permeabilization solution) at 4 °C for overnight.

#### Frozen tissue staining

After fixation of dissected tissues with PBS containing 30% sucrose, the tissues were embedded in Tissue-Tek O.C.T compound (Sakura). Frozen tissues were sectioned at 100-μm thickness, sliced serially into 7-μm-thick sections, and stained as described above. Counterstaining was performed using Contrast Red (KPL).

### RNA extraction from tissues and organoids

The tissues and organoids were collected and dipped into 1 mL of Sepazol (Nacalai Tesque), shattered with a sonicator (Qsonica) for 30 s, and mixed with 200 μL of chloroform (Wako). After shaking for 15 s, the mixtures were left to stand for 2 min at room temperature and centrifuged at 4 °C for 15 min at 12,000 × *g*. 300 μL of supernatants was carefully collected and mixed with 300 μL of 70% ethanol. RNA was extracted using RNeasy spin columns (Qiagen).

### Quantitative RT-PCR

RNA was extracted using the RNeasy Plus Micro Kit or Mini Kit (Qiagen). RNA was quantified with NanoDrop (Thermo Scientific). 500 ng of RNA was used for the reverse transcription reaction into cDNA using ReverTra Ace (Toyobo). Real-time quantitative PCR was performed using SYBR Green qPCR Master Mix (Roche). Transcript levels were normalized against the corresponding levels of *β2-microglobulin* mRNA. PCR primers are listed in Supplementary Table 1.

### Paraffin-embedded specimen preparation

Dissected tissue samples were fixed in 4% PFA (Wako) overnight at room temperature. The next day, the samples dehydrated through an ethanol series: 70% ethanol for several hours, followed by 80, 90, and 100% ethanol and Histo-Clear (Wako). After dehydration, the samples were embedded in paraffin using a spin tissue processor (STP120, Thermo Scientific). Sections were sliced into 4-μm-thick sections and stained with hematoxylin and eosin (Muto Pure Chemicals); serial sections were used for immunohistochemical analyses.

### Immunostaining

Samples were soaked in xylene twice for 5 min to remove paraffin, and then 100% ethanol twice 3 min to hydrophilize. After washing with water in several minutes, the samples were soaked into epitope retrieval buffer (DAKO) and autoclaved at 105 °C for 10 min. The samples were then soaked into 1× PBS for several minutes and incubated with 100 μL of primary antibody in IMMUNO SHOT (Cosmo Bio) at 4 °C overnight. Antibodies and dilutions are shown in Supplementary Table 2. After two 5-min washes with PBS, the samples were incubated for 30 min at room temperature with secondary antibodies. The samples were washed twice in PBS for 5 min, and then nuclear staining was performed with hematoxylin for 10–30 s. After washing with water in 10 min, samples were placed in 100% ethanol (three times), and then placed in xylene three times. Finally, the samples were evaluated under a microscope (Keyence).

### Immunofluorescence staining

The procedure was as described above for immunostaining until the primary antibody treatment. The samples were processed with DAPI (1:500) (Invitrogen) and fluorescently labeled secondary antibodies (1:500) diluted in PBS, and incubated for 60 min in room temperature. Antibodies and dilutions are shown in Supplementary Table 2. After two washes in PBS for 5 min, the samples were mounted and evaluated by confocal laser scanning microscopy (Zeiss LSM700).

### FACS

Stomachs from E11.5 and E13.5 *Sox2-EGFP/Gata4-td Tomato* embryos were dissected and treated with Accumax at 37 °C for 30 min. Stomachs from E18.5 *Sox2-EGFP/Gata4-td Tomato* embryos were dissected and treated with 0.25% Trypsin for more than 30 min. After centrifugation (300 × *g* for 3 min), dispersed cells were rinsed with PBS, and then stained with the Alexa Fluor 647-conjugated EpCAM antibody on ice for 30 min. Dead cells were gated out by DAPI staining.

### RNA sequencing

Total RNA (50 ng) was prepared for library construction. High-quality RNA (RNA integrity number value ≥ 9), assessed by a Bioanalyzer, was used for the library preparation. RNA-seq libraries were generated using the Truseq Stranded mRNA LT sample prep kit (Illumina). PolyA-containing mRNA was purified using poly-T oligoattached magnetic beads, and the RNA was fragmented and primed for cDNA synthesis. Cleaved RNA fragments were reverse transcribed into first strand cDNA using transcriptase and random primers. Second strand cDNA was synthesized by the incorporation of dUTP, and ds cDNA was separated using AMPure XP beads (BECKMAN COULTER). A single “A” nucleotide was added to the 3′ ends of the blunt fragments, and then the indexed adapters were ligated to the ends of the ds cDNA. ds cDNA fragments were amplified by PCR with a PCR primer Cocktail. The number of PCR cycles was minimized (11–15 cycles) to avoid skewing the representation of the libraries. RNA-seq libraries were sequenced on NextSeq500 (75 bp single, Illumina).

### RNA in situ hybridization

RNA-ISH was performed on paraffin-embedded tissues fixed in 4% PFA for 24 h following the procedure described above for paraffin-embedded specimen preparation. All probes and RNAscope 2.5HD assay-Duplex were purchased from Advanced Cell Diagnostics, and ISH was performed according to the manufacture’s protocol. After sections were pretreated with Pretreats 1–3, probes were hybridized in the HybEZ oven for 2 h at 40 °C. Signals were amplified with AMP1–6, and then with alkaline phosphatase. After further amplification of the signals with AMP7–9, signals were detected by DAB and counterstained with Mayer’s hematoxylin. Probes used in this study are listed in Supplementary Table 2. Note that the probe for *Gata4* is designed to bind the undeleted locus of *Gata4* mRNA of *Gata4*^*CreERT2/flox*^ embryos that enabled to mark the GATA4-deficient epithelial cells in Fig. 6e.

### Organoid culture

Epithelial cells were gathered from embryonic stomachs by FACS as described above. Four-well dishes (Nunc) were coated with 4% Matrigel (Corning) in 375 µL RPMI for 60 min, and then sorted cells were replated in Advanced DMEM containing B27, N2, HEPES, Glutamax, P/S, and 2.5% Matrigel with or without Fgf10 (R&D Systems). Medium was changed every 2 days.

### Stomach organ culture

Stomachs were isolated from the *SGGT* embryos at E11.5 and cultured on filters (Millicell, 0.4 μm; Merk Millipore) in DMEM/F12 containing P/S and 10% FBS with or without SU5402 (Sigma Aldrich).

### Patients derived paraffin-embedded tissue samples

Patients derived paraffin-embedded tissue samples were used in accordance with ethical guidelines in Kyoto University Hospital. All patients were provided informed consent for use of the tissue samples in this research.

### Statistics and reproducibility

All data are presented as means ± SD and represent a minimum of three independent experiments. Statistical parameters including statistical analysis, statistical significance, and *n* values are described in the figure legends. Statistical analyses were carried out using Prism 7 Software (GraphPad). Statistical comparisons of two groups were performed using the two-sided unpaired *t*-test, and comparisons of more than three groups were performed by one-way ANOVA. A value of *p* < 0.05 was considered significant. Presented data are a representative image of *n* > 3 out of more than three biologically independent experiments.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The authors declare that all data supporting the findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request. RNA-seq data reported in this study have been deposited in the Gene Expression Omnibus (GEO) database under the accession code: GSE143217.

# Supplementary material for: Epithelial expression of Gata4 and Sox2 regulates specification of the squamous–columnar junction via MAPK/ERK signaling in mice
**Source:** Nat Commun. 2021 Jan 25;12:560. doi: 10.1038/s41467-021-20906-0
**Supplement:** Supplementary file 1 — Supplementary Information

Epithelial expression of *Gata4* and *Sox2* regulates specification of the squamous–columnar junction via MAPK/ERK signaling in mice

Sankoda et al.

Inventory of Supplementary Information

Supplementary Figures (Supplementary Figures 1-7)

Legends to Supplementary Figures

Supplementary Table (Supplementary Table 1-2)

Supplementary Figure 1

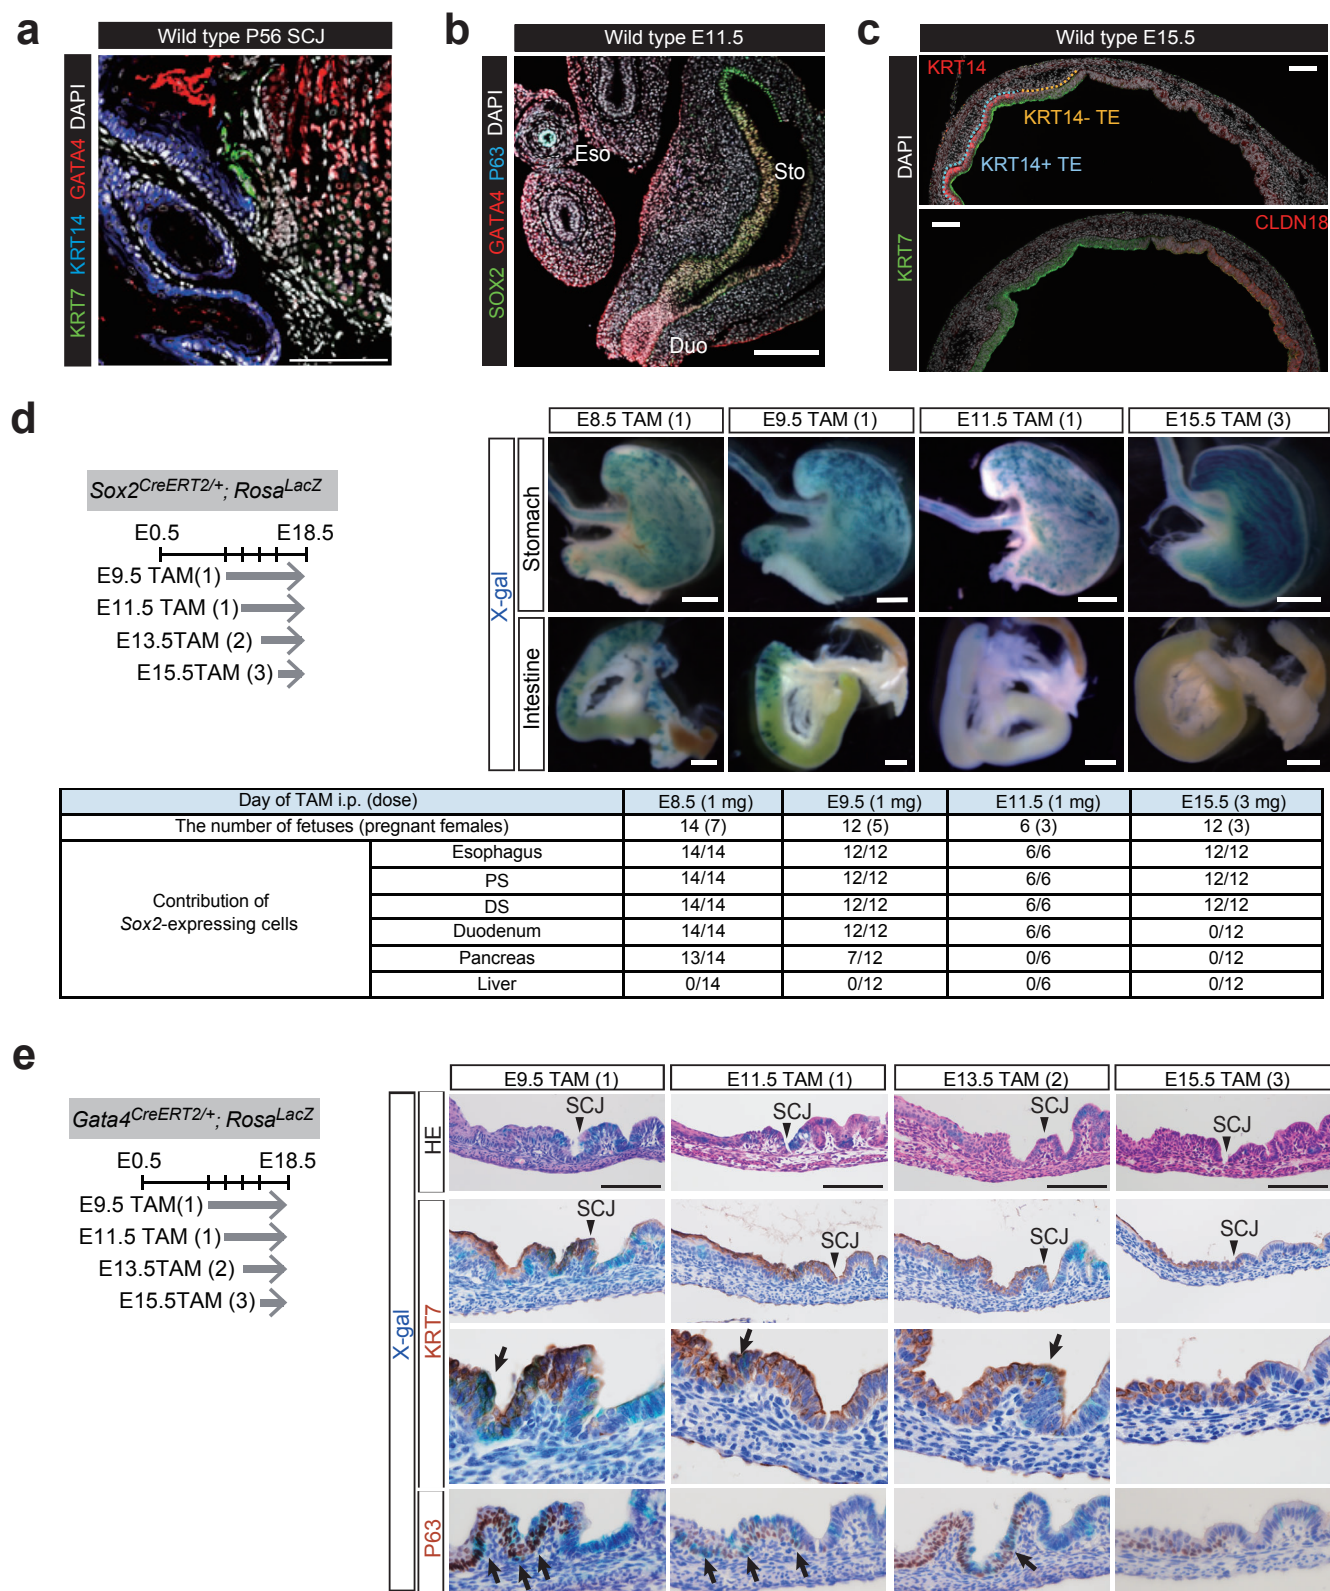

Supplementary Figure 1: Expression patterns of SOX2 and GATA4 in KRT7⁺ transitional epithelium during development

- (a) IF analyses of KRT7, KRT14, and Gata4 for SCJs of the stomachs at postnatal day 56. Presented data are a representative image of n=3. Scale bar, 100 μ m.
- (b) IF analyses of SOX2, GATA4, and P63 for esophagus, stomach, and duodenum of the wild-type embryos at E11.5. Eso, esophagus; Sto, stomach; Duo, duodenum. Presented data are a representative image of n=5. Scale bar, 100 μ m.
- (c) IF analyses of KRT7, KRT14, and CLDN18 for proximal stomachs at E15.5. Presented data are a representative image of n=3. Scale bar, 100 μ m.
- (d) Top: Whole-mount X-gal staining for stomach, duodenum, and pancreas of the *Sox2^{CreERT2/+}; Rosa^{lacZ}* embryos at E18.5. Scale bars, 1 mm. Bottom: A table summarizes the distributing ratios of *Sox2*-expressing cells (X-gal⁺) to the organ tissues derived from foregut endoderm in *Sox2^{CreERT2/+}; Rosa^{lacZ}* embryos at E18.5. PS, proximal stomach; DS, distal stomach. *Sox2*-expressing cells from E8.5 to E15.5 contributes to the esophagus, proximal and distal stomach but not to the liver. Note the loss of differentiation potential to the pancreas and duodenum at later stages.
- (e) H&E staining and IHC analyses of KRT7 and P63 for SCJs of the *Gata4^{CreERT2/+}; Rosa^{lacZ}* embryos at E18.5 after whole-mount X-gal staining. Arrows indicate the KRT7⁺ / Xgal⁺ or P63⁺ / X-gal⁺ epithelial cells in the proximal stomachs. Presented data are a representative image of n=4. Scale bar, 100 μ m.

Supplementary Figure 2

a

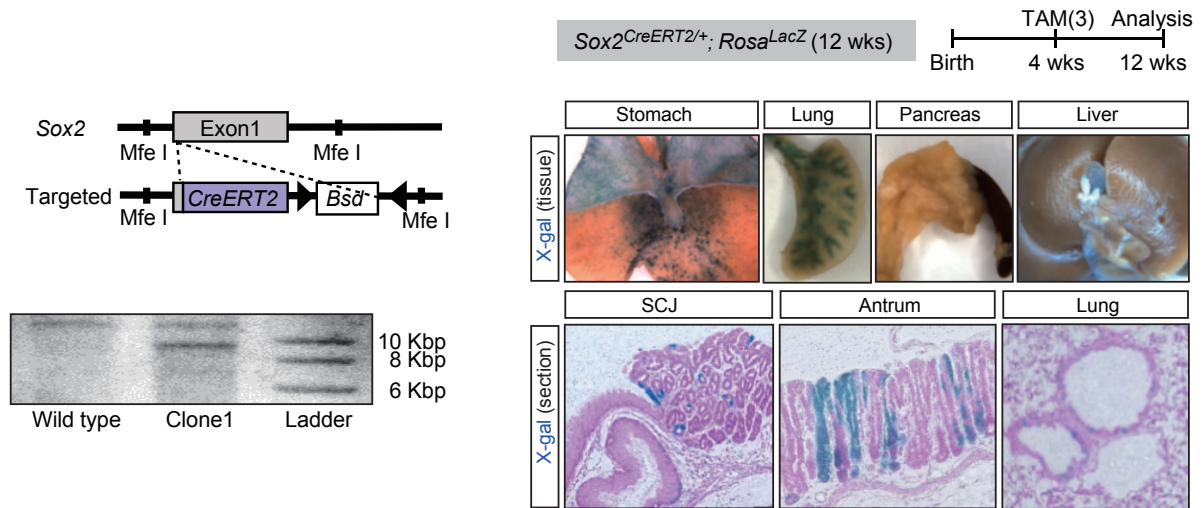

b

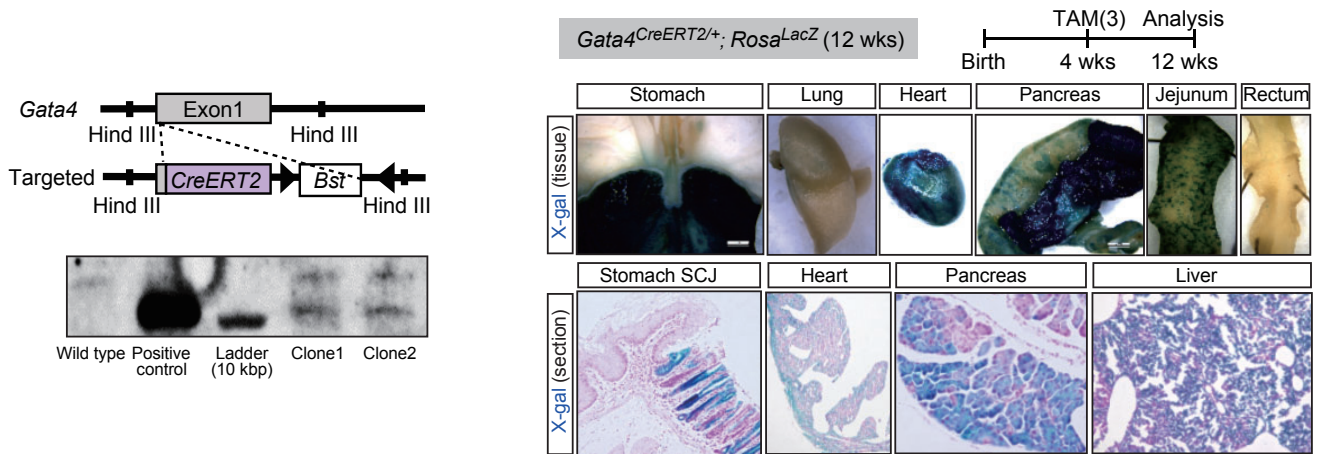

c

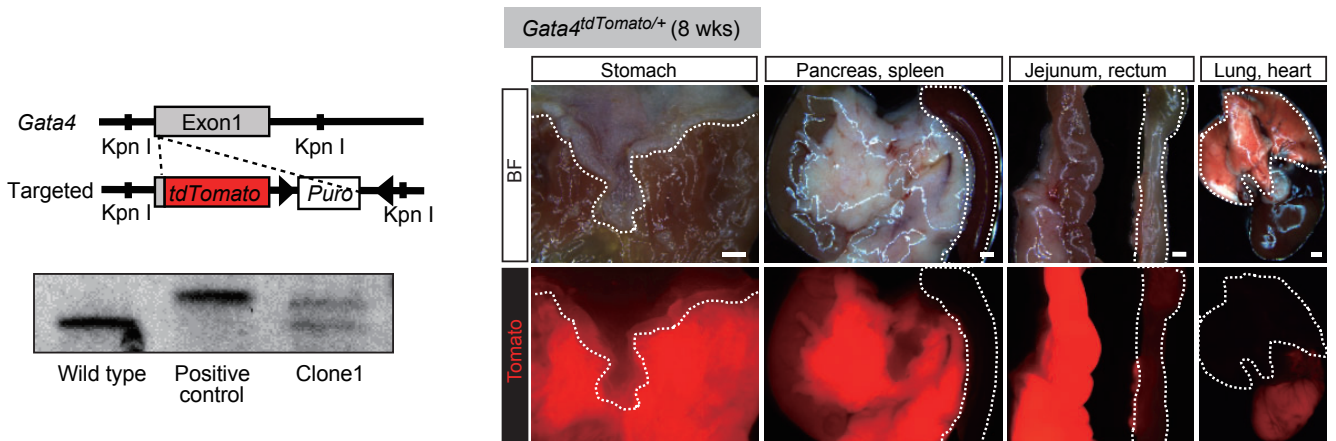

Supplementary Figure 2: Generation of the *Sox2^{CreERT2/+}*, *Gata4^{CreERT2/+}*, and *Gata4^{td Tomato/+}* mice by homologous recombination

- (a) Left: A schematic illustration of homologous recombination with a targeting vector containing *CreERT2* at endogenous *Sox2* locus. Southern blotting indicates successful recombination in ESCs. Right: Whole mount X-gal staining on various organs of *Sox2^{CreERT2/+}; Rosa^{lacZ}* adult mice and X-gal staining on the histological sections of the stomach and lung of *Sox2^{CreERT2/+}; Rosa^{lacZ}* mice. Recombination is observed in the antrum gland unit and tracheal epithelium. n=3. Scale bars, 100 μ m.
- (b) Left: A schematic illustration of homologous recombination with a targeting vector containing *CreERT2* at endogenous *Gata4* locus. Southern blotting indicates successful recombination in ESCs. Right: Whole mount X-gal staining on various organs of *Gata4^{CreERT2/+}; Rosa^{lacZ}* adult mice and X-gal staining on the histological sections of the stomach, heart, lung, pancreas, and liver of *Gata4^{CreERT2/+}; Rosa^{lacZ}* mice. Recombination is observed in the corpus gland unit, cardiomyocytes, pancreatic acinar cells, and hepatocytes. n=3. Scale bars, 100 μ m.
- (c) Left: A schematic illustration of homologous recombination with a targeting vector containing *td Tomato* at endogenous *Gata4* locus. Southern blotting indicates successful recombination in ESCs. Right: Fluorescent images of various organs of *Gata4^{td Tomato/+}* adult mice. td Tomato fluorescence is observed in the glandular stomach, pancreas, duodenum, jejunum, and heart. n=3. Scale bars, 1 mm.

Supplementary Figure 3

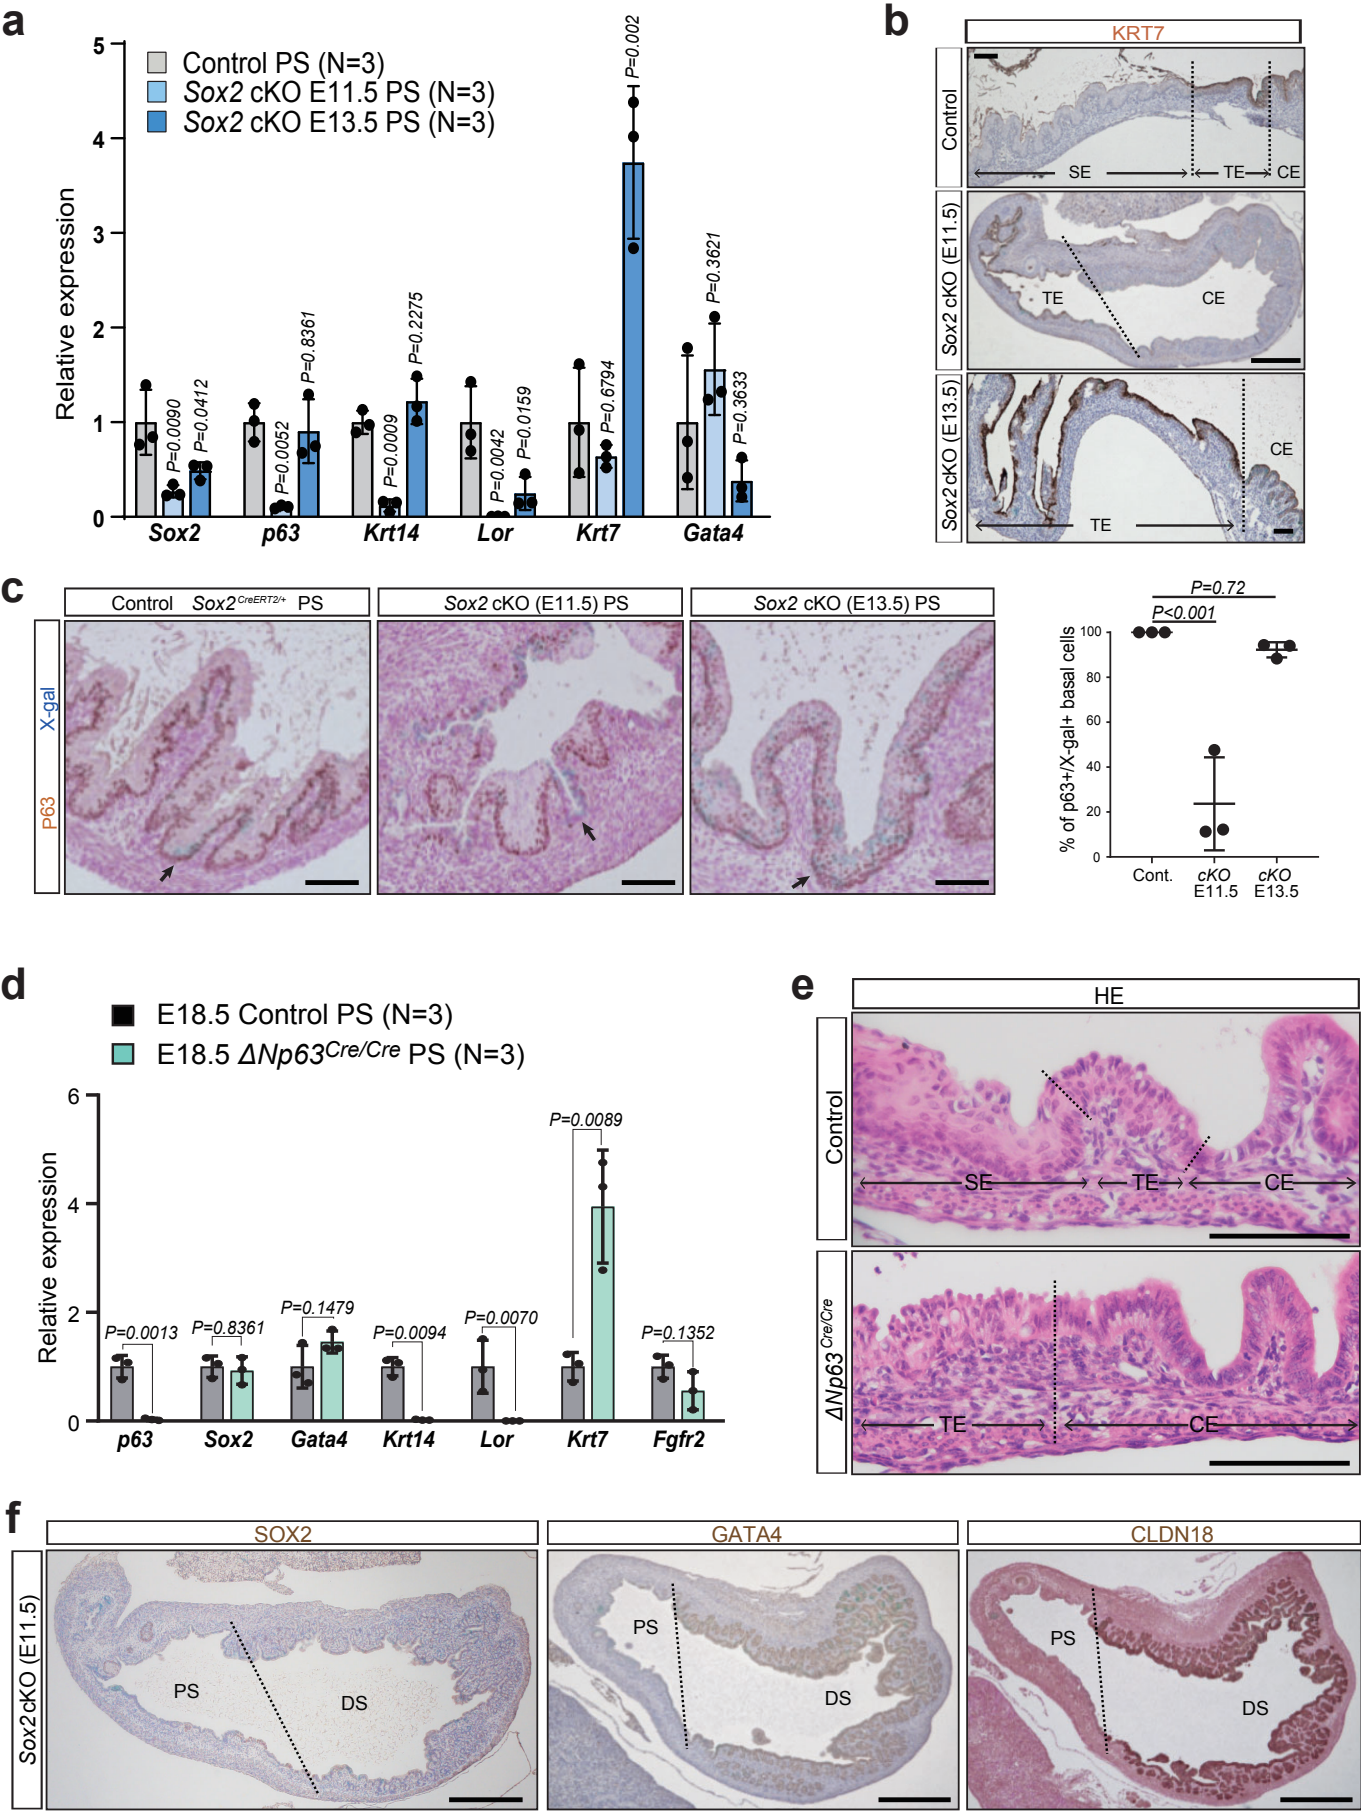

Supplementary Figure 3; Roles of SOX2 and P63 in the specification of KRT7⁺ transitional epithelium into squamous epithelium

- (a) Relative expressions of indicated genes in the control, *Sox2 cKO (E11.5)*, and *Sox2 cKO (E13.5)* proximal stomachs at E18.5. The CT values of each gene are normalized by *B2M*. The average Δ CT values for control proximal stomachs are set to 1. n=3 independent experiments. Data are presented as mean values $\pm$ SD. one-way ANOVA.
- (b) IHC analyses of KRT7 for the stomachs of control, *Sox2 cKO (E11.5)*, and *Sox2 cKO (E13.5)* embryos at E18.5. Presented data are a representative image of n=3. Scale bar, 100 μ m.
- (c) Left: IHC analyses of P63 for the proximal stomachs of control, *Sox2 cKO (E11.5)*, and *Sox2 cKO (E13.5)* embryos after the whole mount X-gal staining. n=3. Scale bar, 100 μ m. Arrows indicate the X-gal⁺ cells. Right: quantification of the number of P63⁺ cells in the X-gal⁺ basal cells in the proximal epithelial cells. Data are presented as mean values $\pm$ SD. n = 3 independent experiments. one-way ANOVA.
- (d) Relative expressions of indicated genes in the control and *Δ Np63 KO* proximal stomachs at E18.5. The CT values of each gene are normalized by *B2M*. The average Δ CT values for the control proximal stomachs are set to 1. n=3 independent experiments. Data are presented as mean values $\pm$ SD. two-sided *t*-test.
- (e) H&E staining for the control and *Δ Np63 KO* junctions at E18.5. Presented data are a representative image of n=4. Scale bar, 100 μ m.
- (f) IHC analyses of SOX2, GATA4 and CLDN18 on the stomachs of the *Sox2 cKO (E11.5)* embryo. Presented data are a representative image of n=3. Scale bar, 100 μ m.

Supplementary Figure 4

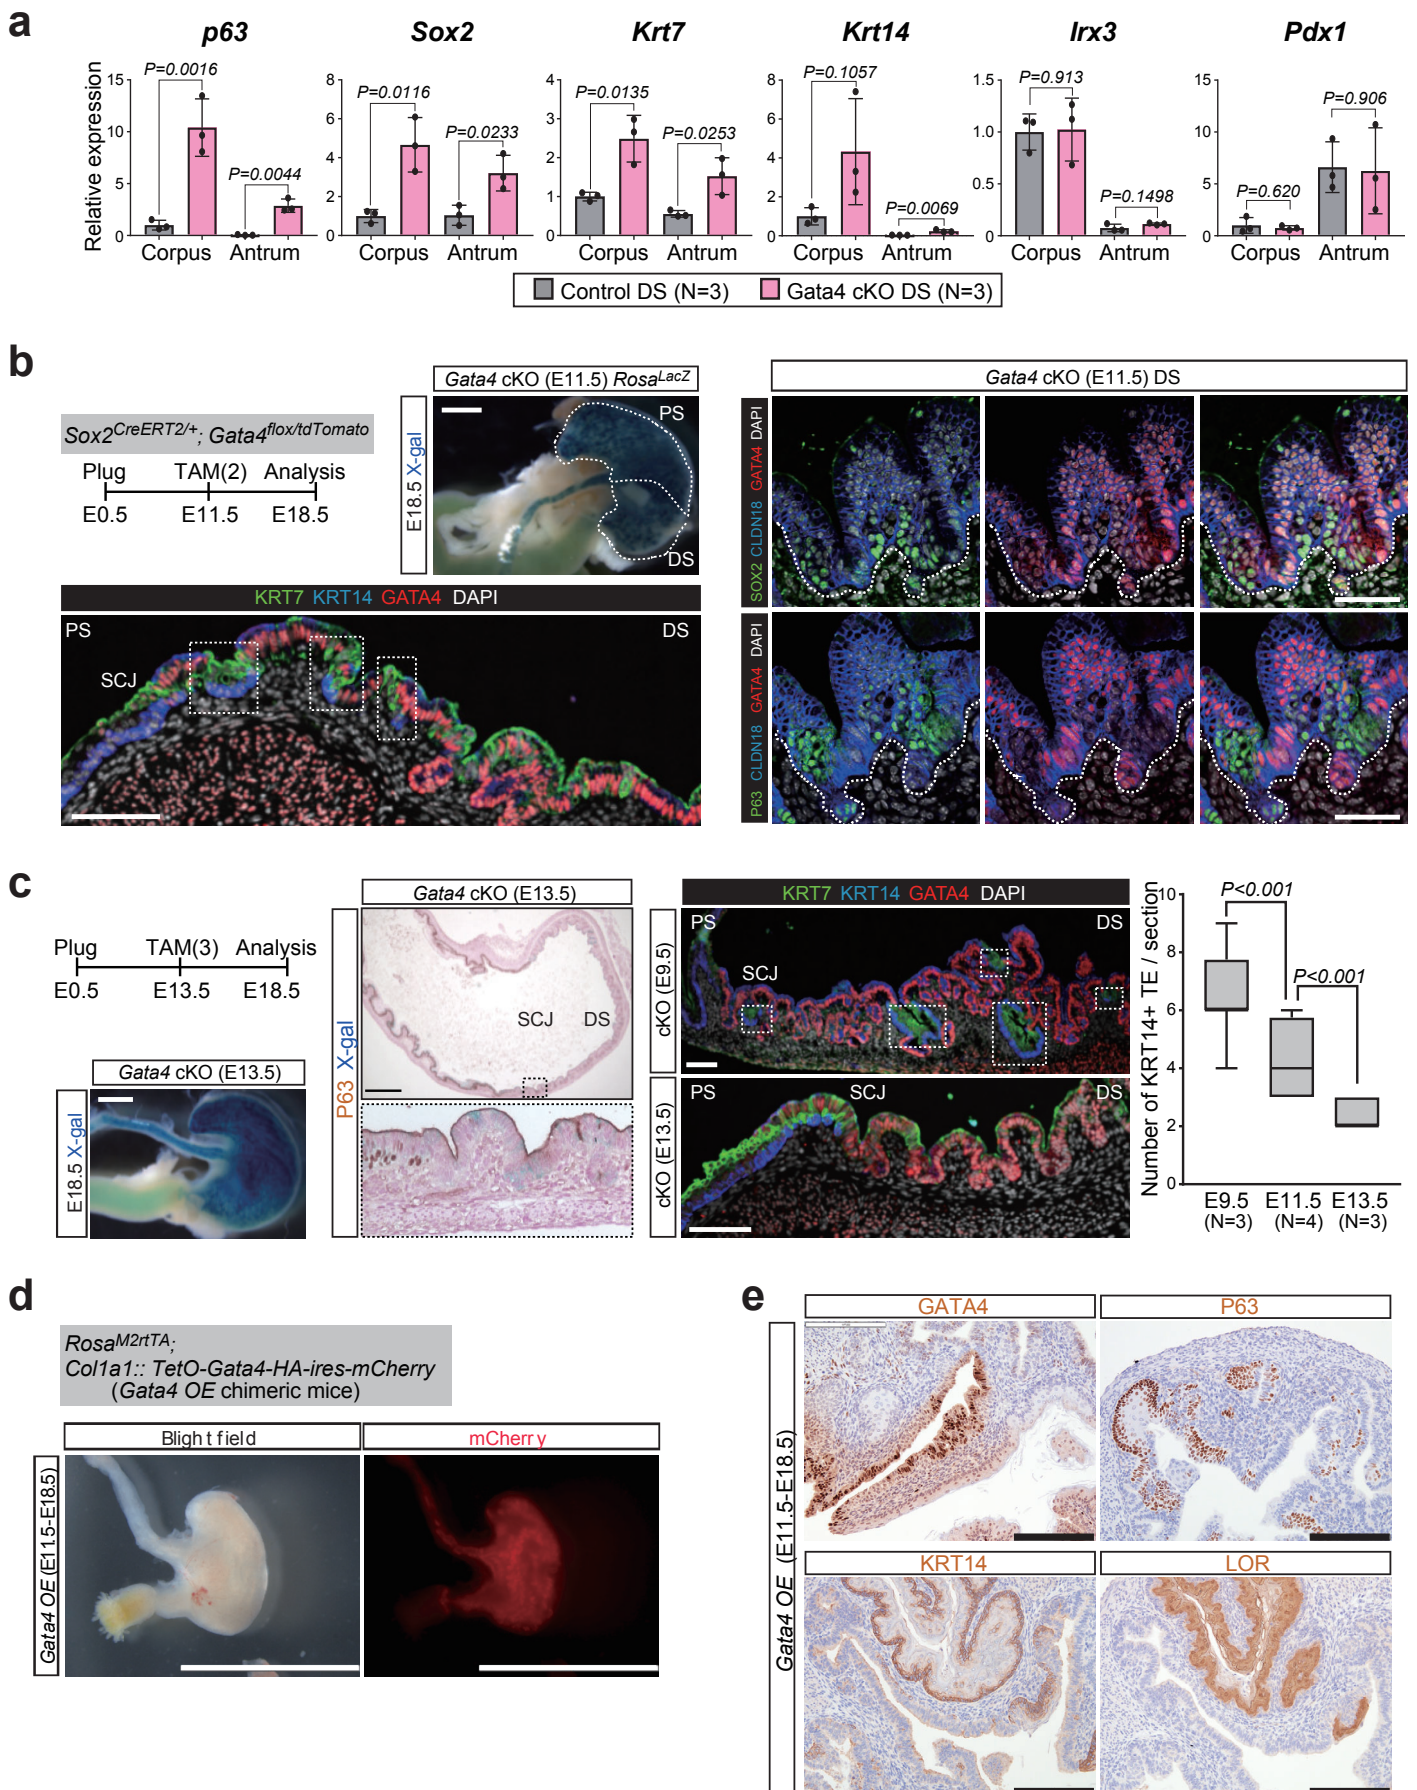

Supplementary Figure 4: Epithelial GATA4 specifies KRT7⁺ transitional epithelium into columnar epithelium by acting against SOX2

- (a) Relative expressions of the indicated genes in control and *Gata4 cKO (E9.5)* distal stomachs. Corpus and antrum were manually separated. The CT values of each genes are normalized by *B2M*. The average Δ CT values for control corpus are set to 1. n=3 independent experiments. Data are presented as mean values $\pm$ SD. two-sided *t*-test.
- (b) IF analyses for the *Gata4 cKO (E11.5)* distal stomachs at E18.5. *Gata4*-ablation at E11.5 resulted in the ectopic emergence of the KRT14⁺KRT7⁺ transitional epithelium in the distal stomach. Presented data are a representative image of n=4.
- (c) Analyses for the *Gata4 cKO (E13.5)* distal stomachs at E18.5. Left & Middle: *Gata4*-ablation at E13.5 did not cause the ectopic emergence of the P63⁺ cells or KRT14⁺KRT7⁺ transitional epithelium in the distal stomach. Presented data are a representative image of n=3. Right: box-and-whisker plot showed the number of the solitary transitional epithelium in the histological sections of *Gata4 cKO (E9.5)* (n=3), *Gata4 cKO (E11.5)* (n=4), and *Gata4 cKO (E13.5)* (n=3) stomachs. Solid lines in each box indicate the median. Bottom and top of the box are lower and upper quartiles, respectively. one-way ANOVA.
- (d) Fluorescent images of the *Col::tetO-Gata4-HA-IRES-mCherry; Rosa^{rtTA}* chimeric embryos. Presented data are a representative image of n=4. Scale bar, 1mm.
- (e) IHC analyses of GATA4, P63, KRT14, and LOR for the proximal stomachs of the *Gata4 OE* embryos at E18.5. Presented data are a representative image of n=4. Scale bar, 100 μ m.

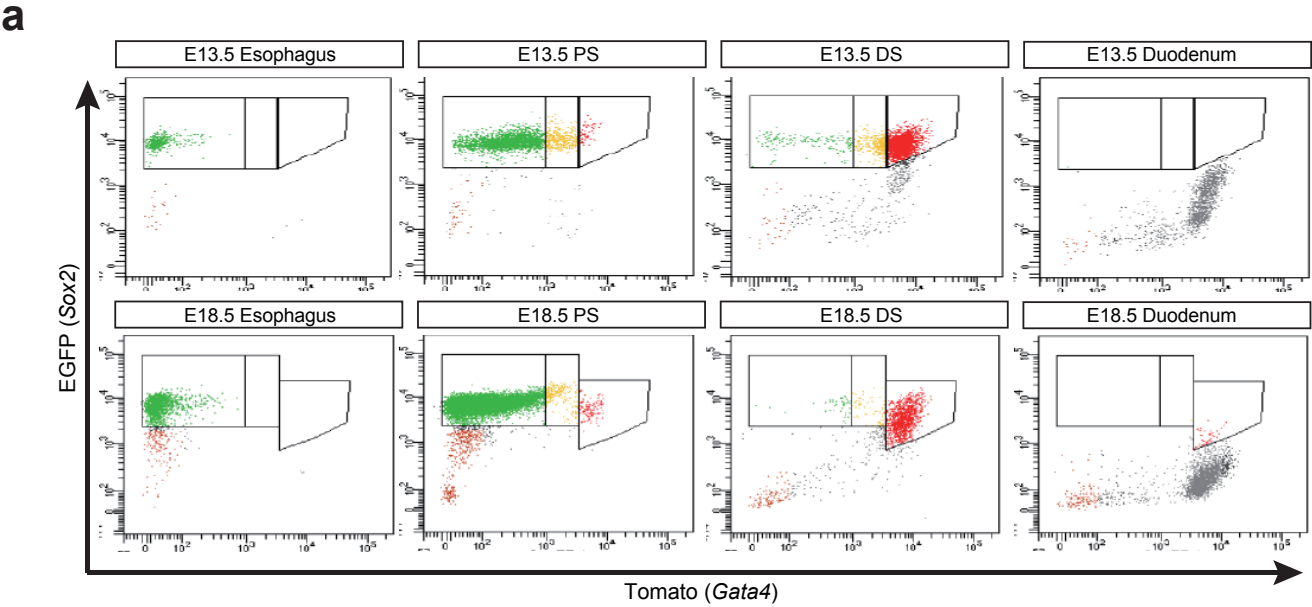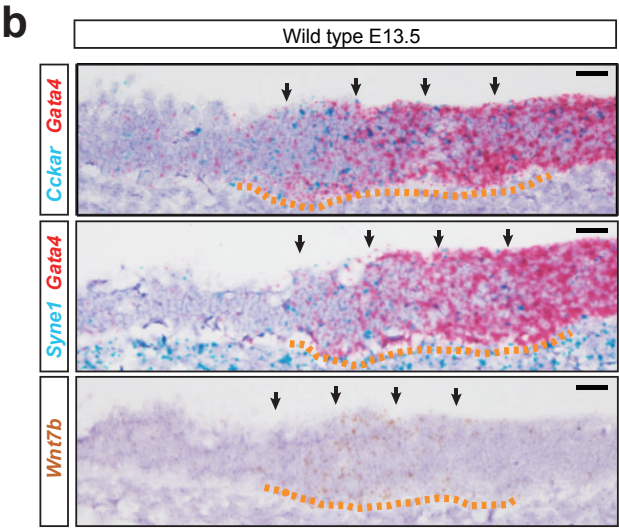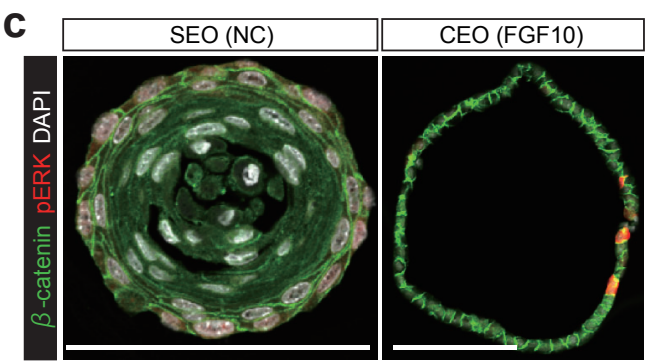

Supplementary Figure 5; *Sox2^{mid}Gata4^{mid}* cells localizing in between *Sox2^{hi}* and *Gata4^{hi}* cells have unique characteristics

- (a) Gating strategies of FACS analyses for the *SGGT* stomachs at E13.5 and E18.5.
- (b) RNA-ISH analyses of *Cckar*, *Syne1*, *Gata4*, and *Wnt7b* for wild-type stomach at E13.5. Top, middle and bottom panels are serial sections. Arrows indicate *Cckar*⁺ *Wnt7b*⁺ *Syne1*⁺ cells located in the intermediate epithelium. Presented data are a representative image of n=3. Scale bar, 100 μ m.
- (c) IF analyses of pERK and β -catenin in SEOs and CEOs. Presented data are a representative image of n=3. Scale bar, 100 μ m.

Supplementary Figure 6

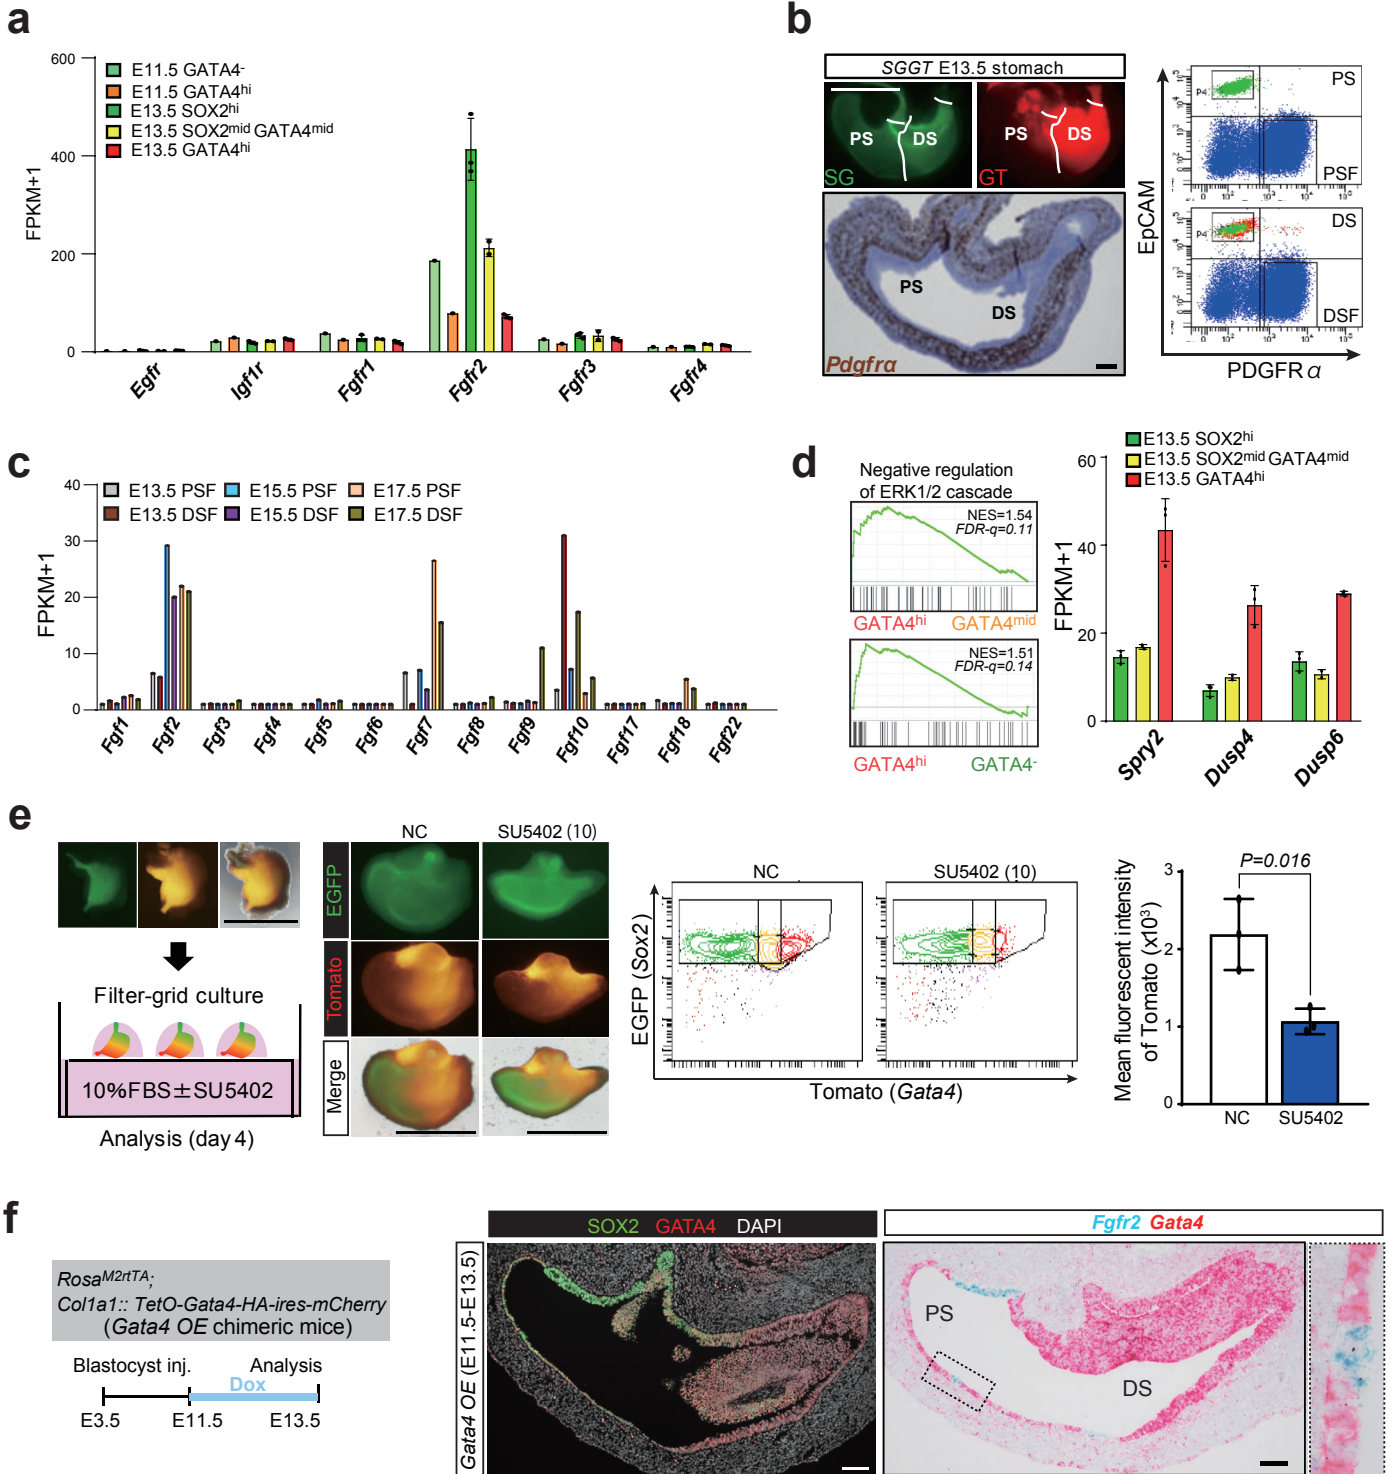

Supplementary Figure 6; Coordinated interplay between a concentration gradient of *Fgf10/Fgfr2* axis and epithelial expressions of *Gata4/Sox2*

- (a) RNA-seq analyses of representative RTKs for *Sox2*⁺ *Gata4*⁻ (n=1) and *Sox2*⁺ *Gata4*^{hi} (n=1) epithelial cells of the embryonic stomach at E11.5 and *Sox2*^{hi} (n=3), *Sox2*^{mid} *Gata4*^{mid} (n=2), and *Gata4*^{hi} (n=3) epithelial cells of the embryonic stomach at E13.5.
- (b) Isolation of the stomach fibroblasts using FACS with PDGFR α -staining. PSF, proximal stomach fibroblast; DSF, distal stomach fibroblast.
- (c) RNA-seq analyses of *Fgf* ligands for the PSF (n=1) and DSF (n=1) at E13.5, E15.5, and E17.5.
- (d) Left: GSEA analyses of negative regulation of the ERK1/2 cascade for *Sox2*^{hi} (n=3), *Sox2*^{mid} *Gata4*^{mid} (n=2), and *Gata4*^{hi} (n=3) cells at E13.5. Right: RNA-seq analyses of *Spry2*, *Dusp4*, and *Dusp6* for *Sox2*^{hi} (n=3), *Sox2*^{mid} *Gata4*^{mid} (n=2), and *Gata4*^{hi} (n=3) cells of the *SGGT* stomach at E13.5.
- (e) Left: a scheme for the explant culture experiment of *SGGT* stomachs at E11.5 for 4 days with or without SU5402 (10nM). Middle to Right: Fluorescent images, FACS analyses and the mean fluorescent intensity of td-Tomato of *SGGT* stomachs are shown. n=3 independent experiments. Data are presented as mean values $\pm$ SD. two-sided *t*-test.
- (f) Left: A scheme for the *Gata4* OE experiment using *KH2-Gata4* chimeric embryos. Scale bar, 100 μ m. Middle: IF analyses of SOX2 and GATA4 for the stomachs of *Gata4* OE (E11.5) chimeric embryos at E13.5. Right: RNA-ISH analyses of *Fgfr2* and *Gata4* for *Gata4* OE stomachs at E13.5. Presented data are a representative image of n=3. Scale bar, 100 μ m.

Supplementary Figure 7

a

Sox2-CreERT2 knock-in mESC

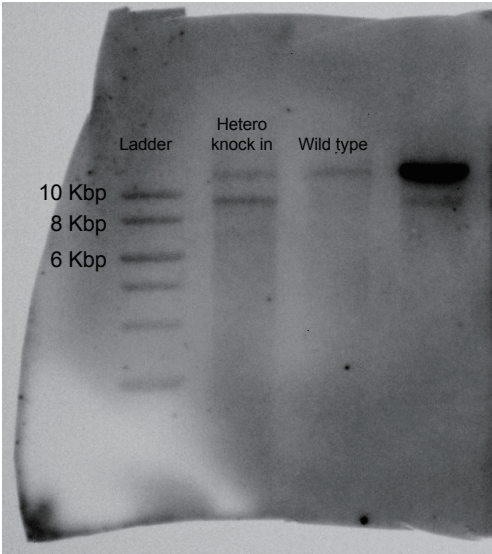

b

Gata4-CreERT2 knock-in mESC

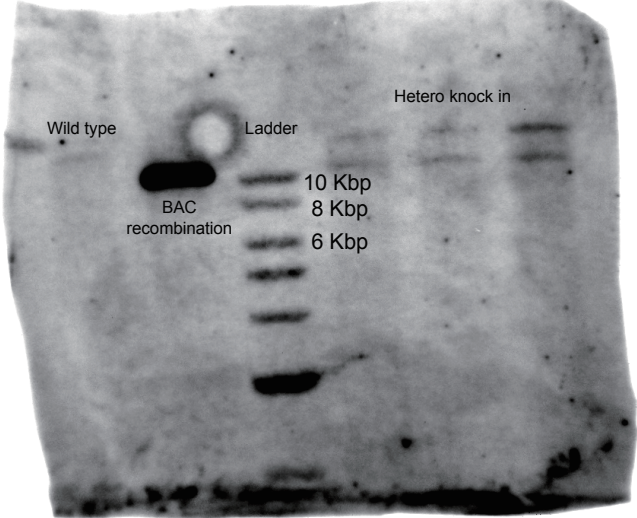

c

Gata4-tdTomato knock-in mESC

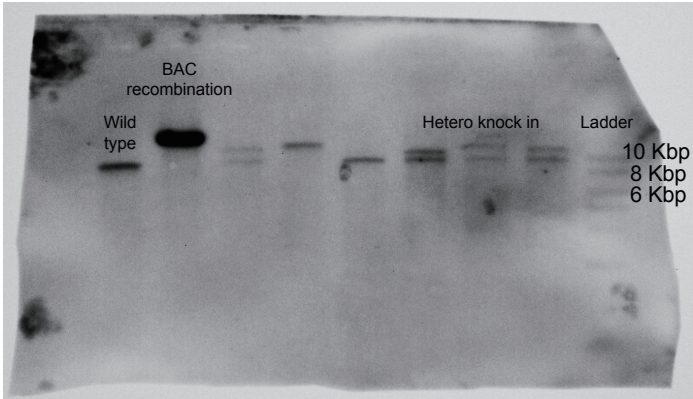

Supplementary Figure 7; Uncropped Southern blots

(a-c) Confirmation of homologous recombination at the targeted loci by Southern blots.

Supplementary Table1 : Primers used in this study

Genotyping primers

<i>Gata4-CreERT2</i>	Fw	ATTTTGAGCGAGTTGGGCCT
	Rv1	GTTGCATCGACCGGTAATGC
	Rv2	AGTAGTCCCCGGGAAAGAGAA
<i>Rosa LSL-LacZ</i>	Fw	AAAGTCGCTCTGAGTTGTTAT
	Rv1	GGAGCGGGAGAAATGGATATG
	Rv2	GCGAAGAGTTTGTCTCAACC
<i>Sox2-CreERT2</i>	Fw	CATCCCAATTGCACTTCGCC
	Rv1	GTTGCATCGACCGGTAATGC
	Rv2	AATCCGGGTGCTCCTTCATG
<i>Gata4 floxed</i>	Fw	CCCAGTAAAGAAGTCAGCACAAGGAAAC
	Rv	AGACTATTGATCCCGGAGTGAACATT
<i>Sox2 floxed</i>	Fw	TGGAATCAGGCTGCCGAGAATCC
	Rv	TCGTTCTGGCAACAAGTGCTAAAGC
Δ <i>Np63-Cre</i>	Fw	AGTTGATGGATTGGACAG
	Rv1	GATAATCGCGAACATCTCAGG
	Rv2	AGCAGGGTCTTCTCTACTT
<i>Sox2-EGFP</i>	Fw1	ACCAGCTCGCAGACCTACAT
	Fw2	AAGTTCATCTGCACCACCG
	Rv1	CGGGGAGGTACATGCTGAT
	Rv2	TCCTTGAAGAAGATGGTGCG
<i>Gata4-tdTomato</i>	Fw	ATTTTGAGCGAGTTGGGCCT
	Rv1	GCCATGTTGTTGTCTCGGA
	Rv2	AGTAGTCCCCGGGAAAGAGAA

qRT-PCR primers

<i>Sox2</i>	Fw	CATGAGAGCAAGTACTGGCAAG
	Rv	CCAACGATATCAACCTGCATGG
<i>p63</i>	Fw	TGCCATGCCTGTCTACAAG
	Rv	GCTGTTCCCTTCTACTCGAATC
<i>Gata4</i>	Fw	TTCTCTCCCAGGAACATCAAA
	Rv	GCTGCACAACCTGGGCTCTACTT
<i>Krt7</i>	Fw	GCCTACACGAACAAGGTGGA
	Rv	CCATGGACAGCACCACAGAT
<i>Krt14</i>	Fw	TGAAGACAAGGCTGGAGCAG
	Rv	ATGACCTTGGTGCGGATCTG
<i>Lor</i>	Fw	AACGGAGACAACAGAGCTGG
	Rv	CAATGGCTTCTTCTGGGGGA
<i>Irx3</i>	Fw	ATAAGACCAGAGCAGCGTCC
	Rv	GTGCCTTGGAAGTGGAGAAA
<i>Pdx1</i>	Fw	GAAATCCACCAAAGCTCACG
	Rv	ACGGGTCCTCTTGTTTCCT
<i>Fgfr2</i>	Fw	TGCACGCAGGATGGACCTCTCT
	Rv	TGCTCCTCGGGGACACGGTTAA

Probes for Southern blot

<i>Sox2</i> allele	Fw	TCAAGCCCTGGTTTTGTTTT
	Rv	CAGGAAGAGGCGTATCCAAA
<i>Gata4</i> allele	Fw	AATGAGAAAGGCAAAGGCGCC
	Rv	TTTACACACCATTCGACCGCTC

Supplementary Table 2 : Antibodies and probes used in this study

Immunostaining Antibodies

Primary Antibodies	SOURCE	IDENTIFIER	Dilution
Mouse monoclonal anti-P63	Abcam	Cat#ab735	×200
Rabbit polyclonal anti-LOR	Biolegend	Cat#905101	×1000
Mouse monoclonal anti-KRT7	Abcam	Cat#ab9021	×100
Rabbit polyclonal anti-KRT14	Biolegend	Cat#19053	×1000
Rabbit monoclonal anti-CLDN18	Abcam	Cat#ab203563	×500
Goat polyclonal anti-GATA4	Santa Cruz	Cat#sc-1237	×100
Mouse monoclonal anti-GATA4	Santa Cruz	Cat#sc-25310	×100
Rabbit polyclonal anti-SOX2	Millipore	Cat#ab5603	×500
Goat polyclonal anti-SOX2	Santa Cruz	Cat#sc-17320	×100
Rabbit monoclonal anti-HA tag	CST	Cat#3724	×200
Goat polyclonal anti-PDX1	R&D	Cat#AF2419	×200
Rabbit monoclonal anti-Phospho-p44/42 Erk1/2	Cell Signaling	Cat#4376	×200
Mouse monoclonal anti-Ctnnb1	BD Biosciences	Cat#610154	×500
Rabbit monoclonal anti-Ki67	Nichirei Biosciences	Cat#418071	×1
Secondary Antibodies, etc	SOURCE	IDENTIFIER	Dilution
Mayer's Hematoxylin Solution	Wako	Cat#131-09665	×1
0.1% Eosin Y, Ethanol Solution	Wako	Cat#054-06505	×1
Contrast Red Solution	Seracare	Cat#5540-0001	×1
5-Bromo-4-chloro-3-indolyl-β-D-galactoside	Nacalai	Cat#05627-86	×20
Donkey anti-Mouse IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 488	Invitrogen	Cat#A-21202	×500
Donkey Anti-Rabbit IgG Antibody, Cy3 conjugate, Species Adsorbed	Millipore	Cat#AP182C	×500
Donkey Anti-Goat IgG, Alexa Fluor® 647 Conjugate, Species Adsorbed: H, M, R, Ch, Gp, Eq, Ht Antibody	Millipore	Cat#AP180SA6	×500
DAPI	Invitrogen	Cat#D1306	×500

FACS Antibodies

Antibodies	SOURCE	IDENTIFIER	Dilution
APC anti-mouse CD326 (Ep-CAM) Antibody	Biolegend	Cat#118213	×1000
BV421 Rat Anti-Mouse CD140A	BD	Cat#562774	×200

RNA scope probes

Probes	SOURCE	IDENTIFIER
Mm- <i>Gata4</i> -C2	ACD	Cat#417881-C2
Mm- <i>Fgf2</i> -no-XHs	ACD	Cat#443501
Mm- <i>Fgf10</i>	ACD	Cat#446371
Mm- <i>Pdgfra</i>	ACD	Cat#480661
Mm- <i>Cckar</i>	ACD	Cat#313751
Mm- <i>Wnt7b</i>	ACD	Cat#401131
Mm- <i>Syne1</i>	ACD	Cat#316511

# Supplementary material for: Epithelial expression of Gata4 and Sox2 regulates specification of the squamous–columnar junction via MAPK/ERK signaling in mice
**Source:** Nat Commun. 2021 Jan 25;12:560. doi: 10.1038/s41467-021-20906-0
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☒ A description of all covariates tested
- ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

RNA quality was analyzed by Bioanalyzer. RNA-seq libraries were sequenced on a NextSeq500 (Illumina) as 75 bp single reads.

Data analysis

We use Graphpad Prism7 to perform statistical analyses; Carl Zeiss Zen software to analyze Images; BD FACS Aria® to collect samples and FACS Diva to analyze data.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All data of RNA-seq used in this study were deposited in the Gene Expression Omnibus (GEO) under accession number GSE143217.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Sample size is described in methods, figures or figure legends. qRT-PCR experiments were performed in biological triplicate. We have had enough number of sequencing reads for RNA-seq.
Data exclusions	We don't have any exclusions in this study.
Replication	All experiments (except for RNA-seq) were performed at least 3 times and we were able to confirm the reproducibility of our results.
Randomization	We don't have randomization in this study.
Blinding	There are no samples used for blinding to the group allocation in this study.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology
☐	☒ Animals and other organisms
☐	☒ Human research participants
☒	☐ Clinical data

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	Primary antibodies used for immunostaining analysis : Mouse monoclonal anti-P63 (Abcam, ab735,1:200); Rabbit polyclonal anti-LOR (Biolegend, 905101, 1:1000); Mouse monoclonal anti-KRT7 (Abcam, ab9021, 1:100); Rabbit polyclonal anti-KRT14 (Biolegend, 19053, 1:1000); Rabbit monoclonal anti-CLDN18 (Abcam, ab203563, 1:500); Goat polyclonal anti-GATA4 (Santa Cruz, sc-1237, 1:100); Mouse monoclonal anti-GATA4 (Santa Cruz, sc-25310, 1:100); Rabbit polyclonal anti-SOX2 (Millipore, ab5603, 1:500); Goat polyclonal anti-SOX2 (Santa Cruz, sc-17320, 1:100); Rabbit monoclonal anti-HA tag (CST, 3724, 1:200); Goat polyclonal anti-PDX1 (R&D, AF2419, 1:200); Rabbit monoclonal anti-Phospho-p44/42 Erk1/2 (Cell Signaling, 4376, 1:200); Mouse monoclonal anti-Ctnnb1 (BD Biosciences, 610154, 1:500); Rabbit monoclonal anti-Ki67 (Nichirei Biosciences, 418071, 1:1) Secondary antibodies used for immunostaining analysis : Donkey anti-Mouse IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 488 (Invitrogen, A-21202, 1:500); Donkey Anti-Rabbit IgG Antibody, Cy3 conjugate, Species Adsorbed (Millipore, AP182C, 1:500); Donkey Anti-Goat IgG, Alexa Fluor® 647 Conjugate, Species Adsorbed: H, M, R, Ch, Gp, Eq, Ht Antibody (Millipore, AP180SA6, 1:500); DAPI (Invitrogen, D1306, 1:500). Antibodies used for FACS analysis: APC anti-mouse CD326 (Ep-CAM) (Antibody Biolegend, 118213, 1:1000); BV421 Rat Anti-Mouse CD140A (BD, 562774, 1:200).
Validation	The staining were performed according to the manufacture's protocol, and the antibodies were validated using positive controls and negative controls (IgG isotype).

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals	We use Sox2-CreERT2, Gata4-CreERT2, θ Np63-Cre, R26R, Sox2-EGFP, Gata4-tdTomato, Sox2 flox, Gata4 flox, and KH2-Gata4 mouse strains. The mice were maintained on a genetic background of mouse cell lines mixed between 129X1/SvJ and C57BL/6.
Wild animals	Pregnant C57BL/6 females carrying embryos (E9.5, E11.5, E13.5, E15.5, E17.5, E18.5) were obtained from SLC. Pseudopregnant ICR and male and female ICR (8-10 week old) were obtained from SLC to make chimeric animals.

Field-collected samples

N/A

Ethics oversight

All experiments using animals were performed under the ethical guidelines of Kyoto University and University of Tokyo.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Human research participants

Policy information about [studies involving human research participants](#)

Population characteristics

Human esophageal-gastric junction and uterine cervix were provided by the Kyoto university department of surgery and gynecology. Slides were provided by the department of pathology. Human samples are included both male and female. Human patients include normal and Barrett's esophagus. The age of the patients are from 30-70.

Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

Ethics oversight

Patients-derived paraffin-embedded tissue samples were used in accordance with ethical guidelines in Kyoto University Hospital.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation

Embryonic mouse stomachs were incubated with Accumax and digested into single cells.

Instrument

We use BD FACS Aria II to collect data.

Software

We use BD FACS Diva to analyze data.

Cell population abundance

90% of the dispersed cells were single cells and around 10% of the single cells were EpCAM+ epithelial cells. 95% of EpCAM+ epithelial cells were Sox2-EGFP+ cells.

Gating strategy

Single cells were first gated by FSC-A vs SSC-A, FSC-W vs FSC-H, and SSC-W vs SSC-H. The single cells were further divided into EpCAM+ epithelial cells or PDGFRa+ mesenchymal cells by surface marker staining. Gating strategies to determine Sox2-EGFP and Gata4-tdTomato expression levels in the single epithelial cells were described in Extended Data Fig. 5a.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

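RNA-seq was measured in 16 libraries of the mouse stomach: epithelial cells sorted by *EGFP* and *dTomato* at E13.5 (*Sox2* hi n = 3, *Sox2* mid*Gata4* mid n = 2, *Gata4* hi n = 3) and at E11.5 (*Sox2* hi n = 1, *Gata4* hi n = 1), and PDGFRα-positive fibroblasts of the proximal and distal stomach at E13.5, at E15.5 and at E17.5 (n = 1 each). The authors deposited 1 table of FPKM values, made with cutadapt 1.16, HISAT2 2.1.0 and Cufflinks 2.2.1 on mm10; the strand setting of the counting, any filter and the normalization mode of Cufflinks are not stated. All 16 columns could be assigned to a library. The table had 53773 entries, of which 1 was emptied, 61 repeated a gene identifier and were left out for the entry with the highest mean, and 53711 genes were kept. For 27 genes the symbol had been turned into a date by a spreadsheet program and was restored from the identifier. Of the genes, 53614 matched an identifier of GENCODE M21, and 97.1% of these had the same GRCm38 coordinates there. Where 59 genes shared a symbol with a higher gene, the symbol was given to the higher.

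The file holds no counts. The relative depth of each library was read from the low FPKM values, of which 34.3% to 43.3% had a ratio to *Sox2* hi replicate 1 that whole numbers of reads would give, against 3.90% to 6.40% for shifted ratios. A total number of reads, and so a confidence interval or detection limit, could not be had from the values.

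Epithelial values at E13.5 were analysed with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), with a mean of at least 1 FPKM over the 8 libraries (13127 genes), group means, moderated variances with a trend (5 residual and 2.69 prior degrees of freedom) and Benjamini-Hochberg adjustment within each of the comparisons of *Gata4* hi with *Sox2* hi, *Sox2* mid*Gata4* mid with *Sox2* hi and *Sox2* mid*Gata4* mid with *Gata4* hi cells. Tables were read with data.table 1.17.8, and with pandas 2.3.3 and numpy 2.4.6 in Python 3.11.15. The paper gives a general statement of its tests, not tied to RNA-seq, and for these groups a gene set enrichment plot; it names no test of single genes for RNA-seq, and its figures give means and SD of FPKM + 1. A gene was called highest or lowest in *Sox2* mid*Gata4* mid cells when it passed both of their comparisons in that direction. Of 33 gene lists written before the data were examined, the 26 with at least 5 tested members were compared with camera at a preset correlation of 0.01, and again with an estimated correlation and with fry. Groups with 1 library were compared by 2-fold differences, and list medians by their percentile among 10000 random lists drawn from 20 bins of equal expression.

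The named genes were chosen by a rule fixed at the same time: the genes the paper names or plots from RNA-seq; the 10 with the largest change each way between *Gata4* hi and *Sox2* hi cells, at a mean of at least 5 FPKM and with no overlap between the groups, which chance gives in 10% of genes for 3 libraries against 3; the 10 highest and 5 lowest in *Sox2* mid*Gata4* mid cells; the 10 largest differences each way in fibroblasts at all stages and, at 10 FPKM or more, at E11.5; and from each list up to 4 members with the largest change, or the 5 highest for receptors. Predicted genes and histone and ribosomal pseudogenes were passed over. The test was checked on simulated data: with 200 genes changed among 13127 in 5 simulations, it found 82% of 2-fold and 97.4% of 4-fold changes, and 5.2% of its calls were false. The changed genes were drawn from those of higher mean expression, so the shares found do not cover the lowest genes tested. Some further genes were shifted as a list and not counted as false. The simulated libraries had no pairing and no shift of all genes.

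The labels of E13.5 replicates 1 and 2 are written in 1 style. Replicate 3 of *Sox2* hi and *Gata4* hi cells is labelled in another, shared with the E11.5 and fibroblast libraries. No *Sox2* mid*Gata4* mid library has that style. Whether the styles mark a batch is not stated, and such a batch would partly overlap the comparisons with *Sox2* mid*Gata4* mid cells. Replicate numbers are shared between groups. The deviations of same-numbered *Sox2* hi and *Gata4* hi libraries from their group means correlated at 0.113, 0.119 and 0.163, against −0.099 to −0.016 for other pairs, and replicate 2 of both groups listed the Y-linked gene *Ddx3y* at 0 where replicates 1 and 3 listed it at 6.39 to 9.56 FPKM; *Sox2* mid*Gata4* mid replicate 2 listed it at 2.73. The numbers therefore pair *Sox2* hi with *Gata4* hi samples; the pairing comes from the data and not from a stated design. With *Sox2* mid*Gata4* mid cells there are only 2 pairs each (0.097 and 0.085 with *Sox2* hi, 0.157 and 0.132 with *Gata4* hi cells). By its *Ddx3y* value, *Sox2* mid*Gata4* mid replicate 2 was not from the same embryos alone as replicate 2 of the other groups. The block is therefore uncertain for comparisons with *Sox2* mid*Gata4* mid cells. A fit with the replicate number as a block was run beside the fit without it. The other alternatives were a pseudocount of 0.1, no minimum, a minimum of 5 FPKM, the TPM scale, quantile normalization, replicates 1 and 2 only, only the groups compared, no trend in the variances, a log2 fold change of at least 1, and each library left out in turn. Contrary to the rule, the small RNAs among the largest differences at E11.5 are not named in the text; this was decided after the values were seen, because polyA libraries do not measure small RNAs well. Not every gene that the rule selects is named. In the part on sensitivity, 2 counts are rounded to 2 digits; in full they are 175 genes lower in *Sox2* mid*Gata4* mid than in *Sox2* hi cells with replicates 1 and 2 only, and 155 genes higher in *Sox2* mid*Gata4* mid than in *Gata4* hi cells at a log2 fold change of at least 1. The gene set behind the paper's enrichment plot was not available, so a list of negative regulators of ERK was written by hand.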

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

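The tests of length, of scaling, of E11.5 values and of a mixture of cells were chosen after the result was seen. The paper does not report the list results that come next. The 11 endocrine genes tested, of 22 listed, had a median log2 fold change of 2.82 between *Gata4* hi and *Sox2* hi cells at E13.5. The WNT targets and antagonists had a median of −1.88. The retinoic acid genes had a median of −0.68. *Afp*, a gene of liver and yolk sac, differed by −3.47 on the log2 scale between *Gata4* hi and *Sox2* hi cells at E11.5 (65.5 and 4.99 FPKM in *Sox2* hi and *Gata4* hi) and by 1.30 (adjusted p = 0.0116 from limma; 0.381 and 2.49 FPKM) at E13.5; the difference between the stages was not tested, since E11.5 has 1 library per group.

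Genes highest in *Sox2* mid*Gata4* mid cells. Of the 26 genes, 18 were higher in the E11.5 *Sox2* hi library, which the paper uses only for receptors, than in every *Sox2* hi and *Gata4* hi library of E13.5, among them *Wnt7b* with 29.1 and *Syne1* with 9.49 FPKM. Length bias as the whole source is argued against, since 21 of the 26 passed both tests after the trends with exonic length and GC content were removed from each library and its mean level was kept (24 with the level removed too, which raises *Sox2* mid*Gata4* mid against *Gata4* hi cells). The TPM scale and quantile normalization raise *Sox2* mid*Gata4* mid cells as well, so the genes that stay highest there decide nothing about scaling. A factor for a whole library moves all genes. The medians of all tested genes were −0.04 against *Sox2* hi and −0.135 against *Gata4* hi cells, which argues against such a factor as the whole source on the FPKM scale. On the TPM scale these medians were 0.082 and 0.13. The 26 changed by at least 0.355, above the upper quartiles of all genes (0.165 and 0.091). That gap decides nothing, since the 26 were chosen for rises in both comparisons. A scaling error hidden by a fall of most genes in *Sox2* mid*Gata4* mid cells stays open. The 26 were chosen for low values in *Sox2* hi and *Gata4* hi cells, so random sets were matched on the highest of those values; they held 6 (median; 2 to 10 in the central 95%). In the fibroblast libraries 6 to 8 of the 26 were higher, each within the central 95% of its random sets. In the E11.5 *Gata4* hi library 13 were, also above its random sets (2 to 10), so the excess is not that of the *Sox2* hi library alone. Without the genes the paper names, 16 of 24 were higher in the E11.5 *Sox2* hi library, and without 4 small RNAs 17 of 22. Expression kept from E11.5 stays open, as do a difference between the stages in libraries or other cells, since each E11.5 group has 1 library and that of *Sox2* hi cells also holds *Afp* and *Alb* (29.9 FPKM).

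Middle position of *Sox2* mid*Gata4* mid cells. If *Sox2* mid*Gata4* mid samples were a mixture of *Sox2* hi and *Gata4* hi cells alone, genes higher and genes lower in *Gata4* hi cells would imply the same share of *Gata4* hi cells; they implied medians of 34.0% and 75.9% in *Sox2* mid*Gata4* mid replicate 1 and 20.5% and 67.2% in replicate 2, a gap of at least 41.9 percentage points. The gap was 20.2 and 25.5 points on the TPM scale and 35.3 and 42.1 after quantile normalization, so a pure mixture is argued against under each scaling, with almost no margin on the TPM scale, since the limit set for the test was a gap of 20 points. The quartiles of the 2 gene groups overlapped in replicate 1 (15.6% to 58.7% and 52.7% to 93.2%). In replicate 2 they did not (8.6% to 36.6% and 38.2% to 88.5%). Single genes implied different shares as well, in replicates 1 and 2. These were 45.4% and 19.8% for *Gata4*, 39.8% and 31% for *Hnf4a*, and 47% and 48.6% for *Sox2*. They were 62.5% and 55.2% for *Fgfr2*, 74.9% and 56.1% for *Foxa2*, and 95.9% and 92.4% for *Trp63*. A mixture of part of the cells, and a state of their own, stay open and were not tested.

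ERK targets. Of 27 targets of ERK signaling, 13 were higher in *Gata4* hi cells, which the paper finds not to respond to FGF10 in organoids. By staining, the paper places pERK in proximal epithelium at E11.5 and E13.5, and also in distal cells that lost *Gata4*. RNA of targets and pERK protein are unlike measures, and whether they point to different regions is not settled here. The list shares genes with the negative regulators; without these, 7 of 18 targets were higher and 2 lower (camera adjusted p = 0.127), and 6 of 27 regulators were higher and 3 lower (adjusted p = 0.969). Between *Sox2* mid*Gata4* mid and *Gata4* hi cells, 6 of the 18 targets were lower and 1 was higher in *Sox2* mid*Gata4* mid cells (camera adjusted p = 0.0312; adjusted p = 0.186 with an estimated correlation), against 2 and 1 of the 27 regulators (adjusted p = 0.676). For *Gata4* hi against *Sox2* hi cells, 7 of the 18 unshared targets were called higher, so the calls are not those of the shared genes alone. Of all 13127 genes tested, 1955 were called higher. Whether the targets rise at large stays undecided, since the 18 move both ways and miss the threshold as a set. A biological difference in signaling between the regions stays open and was not tested.

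Chance. The 6 libraries of *Sox2* hi and *Gata4* hi cells can be split in 10 ways, too few for a share under 5%. The real split gave 2834 called genes and the highest other 4; for called lists these were 12 and 6. The real split parts all 3 numbered pairs, and the other splits mix the groups.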

How the results depend on the processing

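The correction for length and GC content was chosen after the data were seen; all other alternatives were set before. Of the main results under the alternatives, 194 stayed within their limits and 81 moved. Of the others, 2558 stayed, 112 moved, 8 passed a threshold only under the alternative and 265 passed it only in the main analysis, and none reversed. Counts could only stay or move, so a turn in the balance of directions was not tallied as a reversal. Such turns occurred on the TPM scale. The share of higher genes among those called went from 69% to 47.6% (*Gata4* hi against *Sox2* hi). It went from 45.7% to 67.3% (*Sox2* mid*Gata4* mid against *Sox2* hi) and from 19.1% to 67.9% (*Sox2* mid*Gata4* mid against *Gata4* hi). Where no reason is given, the cause was not tested. Without a minimum FPKM, 43 genes were highest and 30 lowest in *Sox2* mid*Gata4* mid cells; at a minimum of 5 FPKM, 13 were highest, with fewer genes tested. On the TPM scale, 1236 genes were higher and 1359 lower in *Gata4* hi than in *Sox2* hi cells, 588 higher in *Sox2* mid*Gata4* mid than in *Sox2* hi cells, 842 higher and 398 lower in *Sox2* mid*Gata4* mid than in *Gata4* hi cells, and 89 highest and 13 lowest in *Sox2* mid*Gata4* mid cells; the medians of their position were 0.588 and 0.317. With quantile normalization, 1297 were higher in *Gata4* hi cells, 519 lower in *Sox2* mid*Gata4* mid than in *Gata4* hi cells, 42 highest and 20 lowest in *Sox2* mid*Gata4* mid cells, and the positions were 0.469 and 0.467. With replicates 1 and 2 only, 164 were higher and 1.8e2 lower in *Sox2* mid*Gata4* mid than in *Sox2* hi cells and 25 lowest. With only the groups compared, and so fewer samples for the spread, these were 127 and 142, 862 were lower in *Sox2* mid*Gata4* mid than in *Gata4* hi cells, and 8 and 6 were highest and lowest. With no trend, 41 were lowest. At a log2 fold change of at least 1, the counts were 667 and 408 (*Gata4* hi and *Sox2* hi), 196 and 191 (*Sox2* mid*Gata4* mid and *Sox2* hi), 1.6e2 and 339 (*Sox2* mid*Gata4* mid and *Gata4* hi), 12 and 6. With an estimated correlation, 6, 0 and 4 lists were called in the 3 comparisons, and fry called 23 between *Gata4* hi and *Sox2* hi cells. With the length and GC correction, 585 were lower in *Sox2* mid*Gata4* mid than in *Gata4* hi cells and 29 lowest. Without 1 library at a time, *Gata4* hi against *Sox2* hi cells gave 1356 to 1910 higher and 669 to 850 lower, *Sox2* mid*Gata4* mid against *Sox2* hi cells 122 to 280 and 118 to 344, *Sox2* mid*Gata4* mid against *Gata4* hi cells 140 to 349 and 392 to 1455, and 13 to 34 highest and 18 to 53 lowest; a group left with 1 library is assumed to vary like the others. In fibroblasts, the 25 distal genes became 63 with a pseudocount of 0.1, 43 on the TPM scale and 7 at 4-fold, and 76, 61 and 99 without E13.5, E15.5 or E17.5, and the 21 proximal genes became 57 with that pseudocount, 1 at 4-fold, and 82, 57 and 91. At E11.5, 338 genes were higher at a minimum of 5 FPKM and 205 at 4-fold, and 756 were lower with a pseudocount of 0.1, 252 at a minimum of 5 FPKM and 134 at 4-fold. The replicate block gave 1997 and 887 genes between *Gata4* hi and *Sox2* hi cells, 245 and 265 between *Sox2* mid*Gata4* mid and *Sox2* hi cells, 296 and 1237 between *Sox2* mid*Gata4* mid and *Gata4* hi cells, and 27 and 52 highest and lowest; beyond the genes named beside their results it lost, among others, those of *Fgfr4* (adjusted p = 0.0769, *Sox2* mid*Gata4* mid and *Sox2* hi), *Phlda2* (0.0706 and 0.0972), RP23-289H16.3 (0.0589 and 0.0695), RP23-108F2.1 (0.115), and the lists of the squamous differentiated layer (0.0510) and of gut mesenchyme transcription factors (0.0592, both *Sox2* mid*Gata4* mid and *Sox2* hi). Depth limits the genes of low FPKM most, above all in the E13.5 proximal fibroblasts.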

Differences from the paper's values

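The group means of FPKM + 1 in the paper's figures were read by eye from the bars. A value counted as different only beyond both the SD of the libraries and a fixed fold limit, so smaller gaps would not be seen. By this rule none differed from those computed here, except on the TPM scale. That alternative was set before the data were examined, and its values lie on another scale. The paper states that *Cckar* is highest in *Sox2* mid*Gata4* mid cells: its mean is highest there, and it passed limma's test against *Gata4* hi cells (adjusted p = 0.0346) and not against *Sox2* hi cells (adjusted p = 0.0601); on the TPM scale it passed that test too (adjusted p = 0.0487), as it did with replicates 1 and 2 only (0.0286). *Wnt7b* and *Syne1*, stated likewise, passed both tests. The paper plots an enrichment of genes for negative regulation of the ERK cascade in *Gata4* hi cells; of the 36 genes of the list written here, 12 were higher and 4 lower, camera did not call the list against *Sox2* hi cells (adjusted p = 0.169) or against *Sox2* mid*Gata4* mid cells (adjusted p = 0.0691), and fry called it in both comparisons (adjusted p = 3.1e-04 and 4.3e-04). Fry called most of the lists tested in both comparisons, so its calls say little about this list in particular. The paper's own list was not available. The paper's examples *Spry2*, *Dusp4* and *Dusp6* were called in both.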

Other observations

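The comparisons in this part were fixed beforehand, apart from the length and GC correction in its last paragraph, which was chosen after the result was seen. At E11.5, where 1 library per group allows no test, *EGFP* was at 254 FPKM in *Sox2* hi and 216 in *Gata4* hi cells, *Sox2* at 87.5 and 69.1, *dTomato* at 45.4 and 489, and *Gata4* at 25.9 and 229. Genes of the distal stomach already differed: *Nepn* was at 0.366 and 199.8 FPKM, *Nkx6-3* at 0.0495 and 34.1, *Nkx6-2* at 0.138 and 32.5, *Hnf4a* at 10.8 and 43.4, and *Pdx1* at 0.387 and 15.8, whereas *Trp63* was at 2.95 and 0.202. Of the genes called higher in *Gata4* hi cells at E13.5, 1553 of 1869 measured at E11.5 differed in the same direction there (83.1%), as did 664 of 789 of those called lower (84.2%). These shares count differences of any size. At 2-fold or more, 277 and 161 went the same way and 10 and 6 the opposite way. The ERK targets had a median log2 difference of 1.28 (15 of 26 at least 2-fold higher and 1 lower; percentile 100 among random lists), with *Etv4* at 2.14 and 84.7, *Spry2* at 8.26 and 65.6, *Dusp4* at 9.26 and 41.3 and *Dusp6* at 9.30 and 50.6 FPKM. The columnar transcription factors had a median of 1.24 (percentile 100), and the WNT targets and antagonists of −0.99 and the retinoic acid genes of −0.60 (percentile 0 each), while the endocrine genes, of which 5 were measured, had a median of 0.19 (percentile 77.6). Such percentiles were common: 19 of 27 lists lay outside the central 95% of their random lists. In all, 632 genes were at least 2-fold higher and 497 lower in *Gata4* hi than in *Sox2* hi cells. Markers of other cells differed too: the liver and pancreas markers had a median of −2.06 and the erythroid markers of 1.84, with *Alb* at 29.9 and 1.55 and *Hbb-y* at 0.818 and 34.7 FPKM.

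In the fibroblasts, WNT ligand genes were lower in the distal stomach, with median log2 differences of −0.62, −0.68 and −0.72 at E13.5, at E15.5 and at E17.5 (percentiles 0.24, 0.01 and 0.01), among them *Wnt2b* (6.81 and 1.10 FPKM in proximal and distal fibroblasts at E13.5) and *Wnt11* (10.2 and 5.22). Genes of the Notch pathway were higher there, with medians of 0.49, 0.53 and 0.43, among them *Jag1* (7.44 and 24.9 FPKM at E13.5) and *Heyl* (8.04 and 13.6). Cell cycle genes did not stand apart at E13.5 (median −0.07) or E15.5 (−0.03), and at E17.5 had a median of 0.91 (percentile 100), with 10 of 30 at least 2-fold higher in distal fibroblasts, among them *Top2a* (65.2 and 145.6 FPKM) and *Ccnb1* (14.5 and 37.6). The smooth muscle markers had medians of −0.28, −0.49 and −0.66. Of 21 lists, 7, 12 and 12 lay outside the central 95% of their random lists at the 3 stages, and each value rests on 1 library per region and stage.

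At E13.5, further lists were called between *Gata4* hi and *Sox2* hi cells. Of 14 genes of the Notch pathway, 8 were lower and 1 was higher in *Gata4* hi cells (8 and 3 when adjusted over the list alone), with *Jag2* at −2.28 and *Nrarp* at −1.67 (camera adjusted p = 0.00325; adjusted p = 0.104 with an estimated correlation and 0.0853 without a minimum FPKM). Of 11 Hox genes, 3 were lower and none was higher: *Hoxc5* at −3.54, *Hoxc6* at −3.28 and *Hoxc4* at −1.62 (camera adjusted p = 3.3e-04; adjusted p = 0.0483 with an estimated correlation). Of 21 genes of glycolysis and hypoxia, 7 were higher, with *Slc2a3* at 2.83 (camera adjusted p = 0.0120; adjusted p = 0.401 with an estimated correlation). Of 9 genes of the hedgehog pathway, 4 were lower and 2 higher (the same counts when adjusted over the list alone; median −0.22, mean 0.04), with *Gli3* at −1.86, *Gli1* at −1.64, *Shh* at −1.50 and *Ptch1* at −1.15 against *Ihh* at 5.697 and *Gas1* at 1.09 (camera adjusted p = 0.0241; adjusted p = 0.120 with an estimated correlation). This call was lost without *Sox2* hi replicate 1 (0.0552), on the TPM scale (0.0674) and without a minimum FPKM (0.118). Of 30 cell cycle genes, 1 was higher and 1 lower (camera adjusted p = 0.169).

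The 77 genes lowest in *Sox2* mid*Gata4* mid cells include *Plk2* (35.7, 15.0 and 37.6 FPKM in *Sox2* hi, *Sox2* mid*Gata4* mid and *Gata4* hi cells) and *Snhg9* (10.1, 0.498 and 14.6); with only the 2 groups compared, both lost their call against *Sox2* hi cells (adjusted p = 0.0516 and 0.0653), as they did without *Sox2* mid*Gata4* mid replicate 1 (0.0697 and 0.149), and *Snhg9* also without *Sox2* hi replicate 1 (0.0526) or 3 (0.0553). Their median exonic length was 2178 bases against 4168 for all genes tested; 24 passed both tests after the length and GC correction (50 when it kept the mean level of each library), 12 on the TPM scale and 20 after quantile normalization. Independent lists would share 43.5 genes. At an unadjusted limma p under 0.05, 679 genes were lower in both comparisons, against a mean of 98.2 in simulated unchanged groups that share the *Sox2* mid*Gata4* mid libraries. The simulated groups have no pairing by replicate number and no shift of all genes. In the real data the median of all genes was −0.04 against *Sox2* hi and −0.135 against *Gata4* hi cells, so part of the excess may come from that shift. Without 1 library, the 77 became 18, 49 and 29 (*Sox2* hi replicates 1, 2 and 3), 21 and 33 (*Sox2* mid*Gata4* mid replicates 1 and 2) and 35 and 32 (*Gata4* hi replicates 1 and 2). The change in the count between scalings may come from the shift of all genes between *Sox2* mid*Gata4* mid and *Gata4* hi libraries, which the TPM scale reverses (13 lowest genes on that scale).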
